# Paternal diet induces transgenerational epigenetic inheritance of DNA methylation signatures and phenotypes in sheep model

**DOI:** 10.1093/pnasnexus/pgac040

**Published:** 2022-04-14

**Authors:** Camila U Braz, Todd Taylor, Hadjer Namous, Jessica Townsend, Thomas Crenshaw, Hasan Khatib

**Keywords:** transgenerational epigenetic inheritance, paternal effect, DNA methylation, epigenetic reprogramming

## Abstract

Transgenerational epigenetic inheritance (TEI) requires transmission of environmentally induced epigenetic changes and associated phenotypes to subsequent generations without continued exposure to the environmental factor that originated the change. TEI is well-established in plants and *Caenorhabditis elegans*; however, occurrence in mammals is debated and poorly understood. Here, we examined whether paternal diet from weaning to puberty-induced changes in sperm DNA methylation that were transmitted to subsequent generations. Over 100 methylated cytosines, environmentally altered in the F0 generation, were inherited by the F1 and F2 generations. Furthermore, the F0 paternal diet was associated with growth and male fertility phenotypes in subsequent generations. Differentially methylated cytosines were correlated with gene expression. Our results demonstrate that some sperm methylation sites may escape DNA methylation erasure and are transmitted to subsequent generations despite the 2 waves of epigenetic programming: in primordial germ cells and in embryos after fertilization. These results advance our understanding of the complex relationships between nature and nurture.

Significance Statement TEI, well-documented in plants and nematodes, is minimally documented in mammals. To meet the requirements of TEI, environmentally altered epigenetic marks and associated phenotypes must be transmitted at least to the first nonexposed generation. This study investigates the effect of paternal diet on sperm DNA methylation across 3 generations and the phenotypic outcomes of diet exposure. For the first time, our results demonstrate the inheritance of over 100 epigenetic marks and the alteration of reproduction and growth traits by a grandpaternal diet.

## Introduction

The interplay between the environment and genes is an old debate that started with the spermism theory of Pythagoras in 530 BCE and continued in the 18th and 19th centuries through Lamarck's and Darwin's theories (1). More recently, this debate has been reinvigorated by progress in epigenetic research methodologies. Environmentally induced epigenetic changes, including DNA methylation, histone modification, and noncoding RNAs (2, 3), can be potentially transmitted to the next generation via the germline (4). The transmission of epigenetic marks from parents to offspring when all generations involved are directly exposed to the inducing agent is called intergenerational epigenetic inheritance (5). In contrast, transgenerational epigenetic inheritance (TEI) refers to the transmission of epigenetic changes across multiple generations without persistent exposure to the environmental factor that initiated the change (5). Despite substantial evidence of TEI in plants, *Caenorhabditis elegans*, and fruit flies, data to support this phenomenon in mammals remain limited and controversial due to multiple challenges associated with studies of epigenetic reprogramming and the lack of reproducibility across studies (6). In mammals, 2 distinct waves of epigenetic reprogramming erase DNA methylation and reset histone modifications: one in the development of primordial germ cells and the second in development of the embryo after fertilization (7). However, despite these 2 waves of epigenetic reprogramming, imprinted control regions and transposable elements resist reprogramming. The question of whether other genomic regions show TEI in mammals has not been fully answered.

Indeed, to meet the requirements of TEI, both environmentally induced epimutations in the germline and associated phenotypes must be identified across subsequent generations, at least through the first nonexposed generation (8, 9). Only partial evidence of TEI has been reported in mammals, as no studies have met both these criteria (5, 8–11). In some studies (12, 13), only 1 generation was reported for DNA methylation changes after an environmental intervention. Sadler-Riggleman et al. (14) exposed gestating rats to endocrine disruptors and studied the effects on DNA methylation, gene expression, and noncoding RNA in Sertoli cells of F1, F2, and F3 generations. Differentially methylated regions (DMRs) between treatment and control samples were identified in only the F3 generation. Other studies reported changes in phenotypes across generations that were not associated with inherited epigenetic changes. Ng et al. (15) found that paternal high-fat diet consumption was associated with increased insulin sensitivity, body weight, and adiposity in the F1 generation. Epigenetic changes were not reported in this study. A breakthrough study on nutritional effects in the viable yellow agouti mouse showed that supplementing pregnant female mice with methyl donors resulted in DNA methylation changes of the agouti locus associated with coat color and decreased obesity in the offspring (16). However, whether the effects reported are truly TEI or are due to different intrauterine exposures is not clear (7). Furthermore, no evidence of TEI was reported in the viable yellow agouti mouse model beyond the F2 generation (17).

These studies contributed significant advancements in environmental epigenetics research; however, most results represent intergenerational, not transgenerational effects. Furthermore, most of the research on dietary modifications affecting epigenetic inheritance has focused on the maternal diet during pregnancy. We hypothesized that exposure of males from weaning to puberty to the methyl donor, methionine, would alter sperm DNA methylation across multiple generations and impact the phenotypic performance of the offspring.

## Results

### Transgenerational inheritance of methylated cytosines

To address evidence of TEI, we investigated the effects of paternal diet on phenotypes and DNA methylation changes in sperm of 3 generations of sheep. To reduce genetic variation, male twin pairs (F0 generation) were used; 1 twin was supplemented with the amino acid methionine (a methyl donor) in the diet from weaning to puberty, and the other twin was used as a control. Treated and untreated F0 males were bred to untreated females to produce the F1 generation (*n* = 225). F1 male progeny of F0 treated and untreated males were bred to untreated females to produce the F2 generation (*n* = 188). All F1 and F2 animals were fed the control diet; only the F0 generation treated males were fed diets supplemented with methionine. To examine whether methionine supplementation alters DNA methylation patterns in sperm, we performed whole-genome bisulfite sequencing (WGBS) for the 10 F0 males used to produce the F1 generation. 

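Semen DNA of 5 rams given methionine and 5 control rams was treated with bisulfite, which converts unmethylated cytosines and leaves methylated ones as they are, so that the share of reads still showing a cytosine is the methylation level of that position. The authors trimmed the reads, aligned them with Bismark, removed duplicate reads and counted, for each cytosine and ram, the reads that cover it and the reads in which it is methylated. These read counts are not normalized. The cytosines listed for F0 number 313527 in the CG context, 8861888 in the CHH context and 2205827 in the CHG context, with the strands kept separate. Each of them was covered by at least 10 reads in all 10 rams. The reads on listed CG cytosines numbered between 6990542 and 9497934 per ram in the treatment group, with a median of 8379210. In the control group they numbered between 7532390 and 11196931, with a median of 8288044. The median coverage of a CG cytosine was 18 to 26 reads in treated rams and 19 to 32 reads in control rams, so the level of a single cytosine in a single ram rests on few reads. The difference that defines a DMC was computed from the methylated and total reads summed over each group. Each cytosine was tested with a likelihood-ratio test on these summed reads, which is methylKit's default without a correction for overdispersion, and the p values were adjusted by the Benjamini-Hochberg method over all listed cytosines of the context. This test treats reads as independent and takes no account of the spread between rams. Levels of single cytosines are therefore given as the mean and SD over rams, each ram weighted equally, and compared by a two-sided exact permutation test, whose smallest possible p with 5 rams against 5 is 0.00794. The mean CG level was 73.7% ± 0.949 (SD, n = 5) in the treatment group and 74.8% ± 0.721 (SD, n = 5) in the control group (exact permutation test, p = 0.0714). This test does not use the twin pairs, which are not named. If consecutive ram numbers mark twins, the treated ram had the lower mean CG level in each pair. With 5 pairs, exchanging twins cannot give a two-sided p under 0.05. The mean CHH levels were 0.383% and 0.386% (exact permutation test, p = 0.643), and the mean CHG levels were 0.399% and 0.402% (exact permutation test, p = 0.730).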

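In F0, 5715 CG cytosines (1.82% of those listed) had a difference of at least 20 percentage points between the treatment and control groups and an adjusted p of at most 0.01 from the likelihood-ratio test. Methylation was higher in the treatment group at 2413 of these DMCs and lower at 3302, and the median size of the difference was 26.9 points. The median coverage at the DMCs was 24 reads per ram. Autosomes held 5667 of them, the X chromosome 32 and unplaced scaffolds 16. At 127 of the DMCs (2.22%), the levels of the treated rams and of the control rams did not overlap. Over all listed CG cytosines, every treated ram was above every control ram at 374 and below every control ram at 1428, which is 0.575% of the cytosines. At 261192 cytosines the levels, not being tied in the middle, let some split into 5 and 5 separate the rams, and the diets did so at 0.690% of these, where 0.794% is the share for exchangeable rams. At 22248 cytosines a split that parts all pairs of consecutive numbers separates the rams, and the diets did so at 8.10% of these, where 6.25% is the share for exchangeable rams within pairs. The first reference takes the rams as exchangeable, whereas their CG levels favour consecutive numbers as twins. The second is therefore closer to the design, and the diets' share lies above it. The spread of this share over other splits is not given here, so an excess is neither shown nor excluded. The choice of test moved the number of DMCs most. With limma on the level of each ram, which takes the spread between rams into account, 0 CG cytosines passed the same thresholds, 2272 had an unadjusted p under 0.05 with a difference of at least 20 points, and the smallest adjusted p was 0.326. Of the CG cytosines without overlap between the groups and outside Dataset S2, the 2 with the largest difference in each direction were examined in each ram. On chromosome 3 of Oar_rambouillet_v1.0 at position 207017793, the level was 70.2% ± 17.3 (SD, n = 5) in the treatment group and 0% in every control ram (exact permutation test, p = 0.00794). The 106 control reads there showed no methylation, which allows a share of up to 2.83% by counting error alone. On chromosome 22 at 43162837, the level was 63.6% ± 26.8 (SD, n = 5) in the treatment group and again 0% in every control ram, where 114 reads allow up to 2.63%. The opposite direction was seen on chromosome 3 at 207015457, with 9.82% ± 19.6 in the treatment group and 65.9% ± 17.8 in the control group, and at 226703113 of the same chromosome, with 39.9% ± 19.9 and 95.9% ± 4.46 (SD, n = 5 for each). The exact permutation test, which takes the rams as exchangeable and not as pairs, gave the same p at all 4 cytosines. It is the smallest that this test can give, which follows from their choice for a lack of overlap and is no further evidence. The coverage was between 10 and 38 reads per ram.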

A total of 5,669 differentially methylated cytosines (DMCs), defined as cytosines with methylation level difference ≥ 20% and false discovery rate (FDR) ≤ 0.01, in the CG context (dinucleotide where a cytosine is followed by a guanine base), were found between the treatment and the control groups (Fig. 1A; Dataset S1). We also found DMCs in non-CG contexts, including 1,288 CHHs (trinucleotides where H represents A, C, or T) and 329 CHGs (Fig. 1B and C; Dataset S1).

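Outside the CG context, 1282 CHH cytosines and 313 CHG cytosines passed both thresholds in F0 by the likelihood-ratio test, which are 0.0145% and 0.0142% of those listed. The treatment group was higher at 581 CHH and 144 CHG cytosines and lower at 701 and 169. The median size of the difference was 28.5 points in both contexts, and the median coverage was 27 reads per ram. The levels of the treated and control rams did not overlap at 19 CHH and 4 CHG cytosines. At 1074 of the CHH DMCs and 264 of the CHG DMCs, at least 1 ram had a level over 50% and at least 1 other ram a level under 10%. With limma on the level of each ram, 0 cytosines passed in either context, while 502 CHH and 114 CHG cytosines had an unadjusted p under 0.05 and a difference of at least 20 points.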

**Fig. 1.**
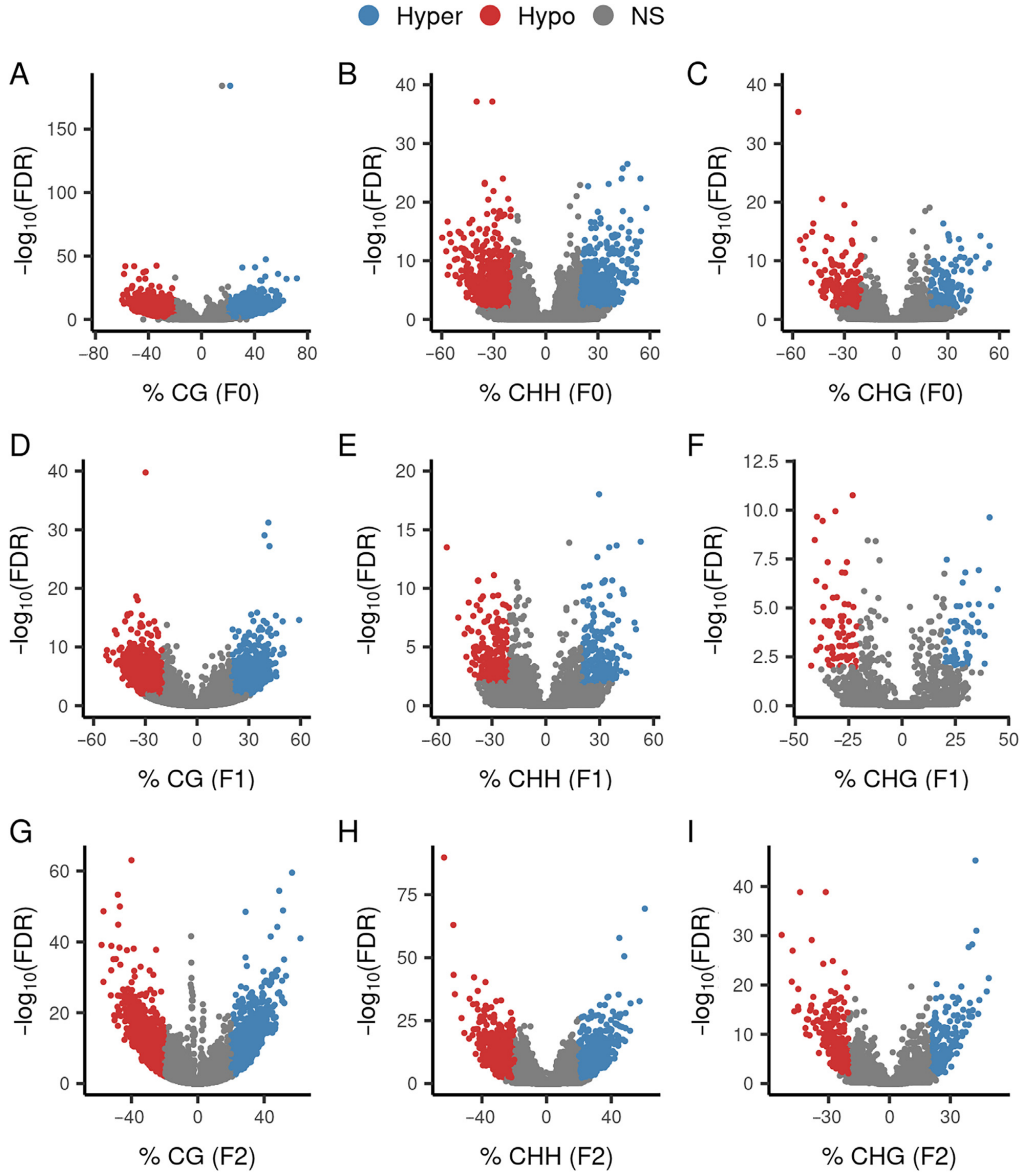
Volcano plots of DMC analyses. DMCs were defined as those with methylation difference (*x-*axis) greater than 20% between the treatment and control groups and with a FDR of 0.01 (*y-*axis) as threshold values. Red and blue dots represent DMCs hypomethylated and hypermethylated in methionine-treated group compared to control group, respectively. (A) CG context for F0. (B) CHH context for F0. (C) CHG context for F0. (D) CG context for F1. (E) CHH context for F1. (F) CHG context for F1. (G) CG context for F2. (H) CHH context for F2. (I) CHG context for F2.

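The next generations were measured with the same assay, which gives the reads covering each cytosine and the reads in which it is methylated. In F1, sperm of several rams was pooled before sequencing, in 5 pools from the treatment side and 5 from the control side, each carrying the number of 1 F0 sire, though whether a pool holds only sons of that sire is not stated, so a level is an average over the rams of a pool and the spread between rams of a pool cannot be seen. In F2, 10 grandsons of treated rams and 10 of control rams were sequenced singly, 2 for each F0 sire. No F1 or F2 animal received methionine. The listed cytosines number 294661 CG, 8310730 CHH and 2067477 CHG in F1, and 122453 CG, 5906407 CHH and 1394192 CHG in F2, each with at least 10 reads in every sample of its generation. The reads on listed CG cytosines per F1 pool were between 5813017 and 10315435 on the treatment side and between 7213604 and 10562538 on the control side. Per F2 ram they were between 3735916 and 5585871 in the treatment group and between 4102049 and 5424422 in the control group, with medians of 4831380 and 4866981. The median coverage of a CG cytosine ranged from 16 to 31 reads over the F1 pools and from 12 to 37 reads over the F2 rams. DMCs of each generation were called by the same test and thresholds within that generation alone. For F2, levels of single cytosines were compared by a two-sided permutation test with 100000 resamples, and rams of the same sire were counted as separate animals. The mean CG level in F1 was 73.4% ± 0.831 (SD, n = 5 pools) on the treatment side and 74.2% ± 1.46 (SD, n = 5 pools) on the control side (exact permutation test, p = 0.294). In F2 it was 70.9% ± 1.63 (SD, n = 10) in the treatment group and 70.6% ± 1.43 (SD, n = 10) in the control group (permutation test, p = 0.732). The mean CHH level was 0.380% and 0.377% in F1 (exact permutation test, p = 0.452) and 0.517% in both groups of F2 (permutation test, p = 0.978). The mean CHG level was 0.396% and 0.392% in F1 (exact permutation test, p = 0.373) and 0.535% and 0.536% in F2 (permutation test, p = 0.867). The listed cytosines are not the same in each generation, so these means compare groups within a generation.

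**Figure D1:**
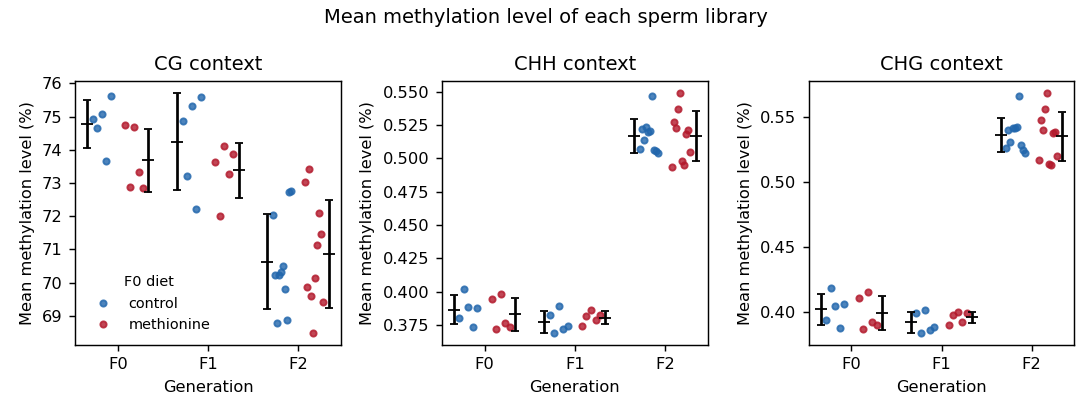
Mean methylation level (%) of each F0 ram, F1 pool and F2 ram in the CG, CHH and CHG contexts, with the mean and SD of each group beside the points; the axes do not start at 0. In each generation and context the points of the methionine and control groups overlap, with CG levels between 72.8 and 75.6% in F0, between 72.0 and 75.6% in F1 and between 68.5 and 73.4% in F2.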

To investigate whether the DMCs of the F0 generation are inherited transgenerationally, we performed WGBS of sperm from 45 F1 animals (5 pooled samples from the progeny of the F0-treated group and 5 pooled samples from the control group) and 20 individual sperm samples of males from the F2 generation (10 grand-progeny from the F0-treated group and 10 grand-progeny from the F0 control group). 

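In the F1 pools, 2949 CG, 445 CHH and 125 CHG cytosines passed the thresholds of a DMC by the likelihood-ratio test. The pools of the treatment side were higher at 1351, 213 and 55 of them and lower at 1598, 232 and 70. The levels of the 5 treatment pools and the 5 control pools did not overlap at 230 CG (7.80%), 43 CHH and 7 CHG DMCs. In the F2 rams, 2678 CG, 1574 CHH and 427 CHG cytosines passed, of which 1346, 796 and 191 were higher in the treatment group and 1332, 778 and 236 were lower. With 10 rams per group, the levels did not overlap at 1 of the F2 CG DMCs and at 0 of the CHH and CHG DMCs. The median size of the difference at CG DMCs was 26.2 points in F1 and 25.3 points in F2. With limma on the level of each pool or ram, 0 cytosines passed in either generation, while 3278 CG cytosines in F1 and 1403 in F2 had an unadjusted p under 0.05 and a difference of at least 20 points.

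**Figure D2:**
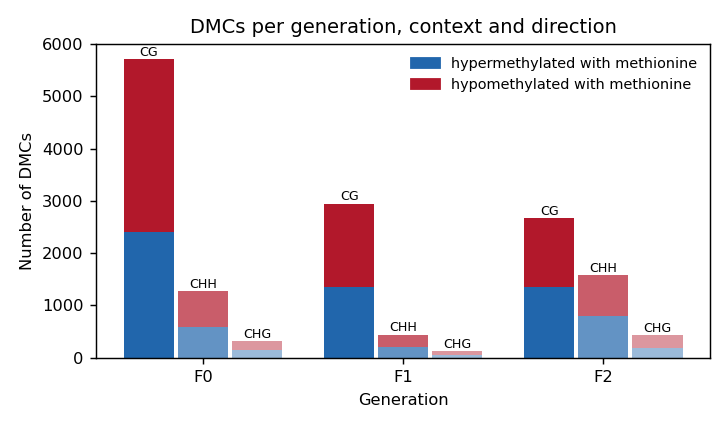
Number of DMCs in F0, F1 and F2 (y axis) by context, with the parts hypermethylated and hypomethylated in the treatment group stacked. The tallest bar is the CG context of F0 with 5715 DMCs, and the CHH context has 1282 DMCs in F0, 445 in F1 and 1574 in F2.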

We detected 2,911 CG, 451 CHH, and 121 CHG DMCs in the F1 generation (Fig. 1D–F) and 2,661 CG, 1,553 CHH, and 416 CHG DMCs in the F2 generation (Fig. 1G–I). 

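On the autosomes, the share of listed CG cytosines that were DMCs ranged from 1.11% on chromosome 10 to 3.57% on chromosome 24 in F0. In F1 it ranged from 0.352% on chromosome 14 to 1.89% on chromosome 23, and in F2 from 1.16% on chromosome 23 to 4.61% on chromosome 21. The X chromosome had 3005 listed CG cytosines in F0, 2704 in F1 and 681 in F2, with 32, 15 and 8 DMCs.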

The distribution and the total number of cytosines and DMCs for CG, CHH, and CHG contexts across the genome for all 3 generations can be accessed in Supplementary Material Appendix, Figures S1–S6. There was a significant overlap of sperm DMCs between the F0 and F1 generations, including 839 CGs, 139 CHHs, and 34 CHGs (Fig. 2A–C). This intergenerational inheritance pattern was expected because the germline generating the F1 generation was also exposed to the methionine supplementation prior to puberty of the F0 generation. Similarly, a total of 225 CG, 59 CHH, and 13 CHG DMCs overlapped between the F1 and F2 generations (Fig. 2A–C). 

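Of the 232168 CG cytosines listed in both F0 and F1, 861 were DMCs in both generations, where 48.0 would be shared if the DMCs of each generation were spread independently over these cytosines. The treatment group differed in the same direction in both generations at 855 of them (99.3%; 95% exact Clopper-Pearson interval 98.5 to 99.7%, which covers counting error only). Splits of the sire families that part all pairs of consecutive numbers, 16 in all, gave medians of 736.5 shared and 732.5 in one direction. Over these splits 545 to 862 were shared, and 2 of the 16, the real one included, shared as many as the diets. Sharing in one direction thus also arises under other splits. Whether the diets add to it cannot be told from 16 splits. In the CHH context 135 DMCs were shared and in the CHG context 36, and each of these kept one direction. Cytosines shared by both files number 6675255 and 1645290 in these contexts. The independent spread is a reference for chance alone and leaves out that rams and pools of the 2 generations are related. The 4 cytosines named for F0 outside Dataset S2 are also listed in F1. The pools of the treatment side were higher by 27.6 points at 207017793 of chromosome 3 (exact permutation test, p = 0.0476) and by 44.0 points at 43162837 of chromosome 22 (exact permutation test, p = 0.0238). The difference was -23.3 points at 207015457 of chromosome 3 (exact permutation test, p = 0.159) and -35.1 points at 226703113 (exact permutation test, p = 0.00794), and the pools of the groups overlapped at all of these but the last. The paper reasons that F1 marks were to be anticipated, since the germ cells that gave rise to F1 were themselves in the treated rams during the supplementation.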

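Between F1 and F2, 228 CG, 63 CHH and 16 CHG DMCs were shared among the 79451, 3338211 and 791094 cytosines listed in both generations. An independent spread would share 19.7 CG DMCs and fewer than 1 in each of the other contexts. The direction was the same in both generations at 205 of the CG DMCs (89.9%; 95% exact interval 85.2 to 93.5%), at 59 of the CHH DMCs and at all 16 CHG DMCs. Over the splits that part all pairs, the medians were 188 shared CG DMCs and 177 with one direction. At 25 points instead of 20, 89 CG, 28 CHH and 5 CHG DMCs were shared.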

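Considering F0 and F2 whatever the result in F1, 252 CG cytosines were DMCs of the same direction in both generations and 69 were DMCs of opposite directions, where an independent spread would share 35.8 CG DMCs in all. The share with one direction was 78.5% (95% exact interval 73.6 to 82.9%). Over the splits that part all pairs, the medians were 315 shared CG DMCs and 255 with one direction. In the CHH context 76 of 97 shared DMCs and in the CHG context 23 of 27 had one direction. Without a DMC call in F1, the shared cytosines were 238 in the CG context, 76 in the CHH context and 21 in the CHG context. Cytosines that F1 does not list, because a pool had fewer than 10 reads, are counted among them.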

Common DMCs between only the F0 and F2 generations were also identified, indicating that some epigenetic marks appear to skip generations, as previously reported (18).

**Fig. 2.**
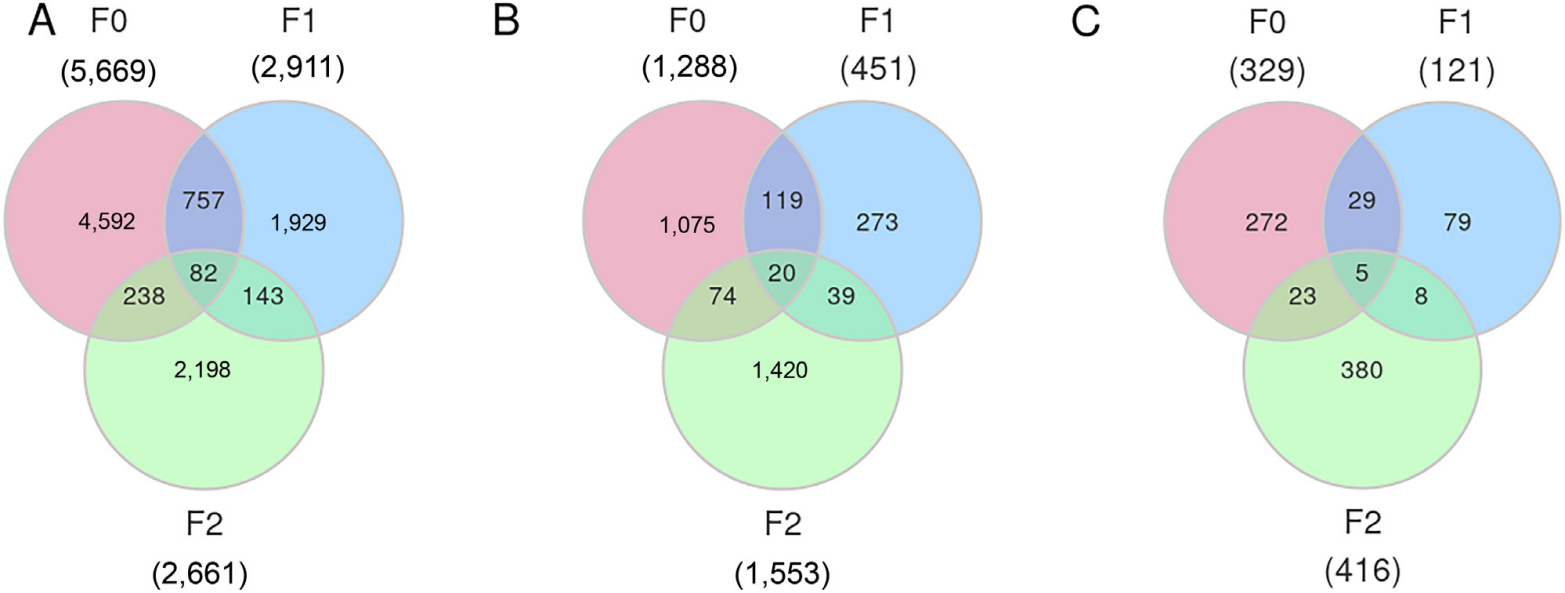
Venn diagrams of DMCs that overlapped across generations. DMCs overlap between F0, F1, and F2 generations in (A) CG, (B) CHH, and (C) CHG contexts.

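In the files, DMCs seen in F0 alone numbered 4616 CG, 1071 CHH and 256 CHG cytosines. DMCs seen in F1 alone numbered 1943, 268 and 79, and those in F2 alone 2212, 1435 and 390. Shared by F0 and F1 but not F2 were 778 CG, 114 CHH and 30 CHG DMCs, and shared by F1 and F2 but not F0 were 145, 42 and 10. Each generation lists other cytosines, and 72847 CG, 3005915 CHH and 712154 CHG cytosines are listed in all 3.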

To meet the requirements of TEI, DNA methylation signatures altered by environmental stimuli in males must be transmitted into the F2 generation (9). Other studies have reported generation-specific DNA methylation signatures without an overlap of DMRs across generations (3, 18). Therefore, we assessed whether sperm DMCs were present across all 3 generations. 

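The calls from the read counts gave 83 CG, 21 CHH and 6 CHG cytosines that were DMCs in F0, F1 and F2. If the calls of the generations were spread independently over the cytosines listed in all of them, 0.368 CG cytosines would be shared. That reference leaves out that rams and pools of the generations are related. Splits of the sire families that part all pairs of consecutive numbers, 16 in all, shared a median of 81 CG cytosines (54 to 106). Of these splits, 8 shared as many as the diets, the real one included. Dataset S2 lists the paper's own set, and 80 of its CG, 18 of its CHH and 5 of its CHG cytosines are among the cytosines called from the files. The direction was the same in all generations at 74 of the CG cytosines called here, 19 of the CHH cytosines and all 6 CHG cytosines. Raising the difference to 25 points left 31, 12 and 1 shared cytosines.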

Surprisingly, we identified 107 transgenerationally inherited modified cytosines; 82, 20, and 5 DMCs were in CG, CHH, and CHG contexts, respectively (Fig. 2; Dataset S2). We further investigated whether the hypermethylation and hypomethylation trends of these DMCs were maintained in the treatment groups from the F0 to the F2 generation. 

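For the 107 cytosines of Dataset S2, the mean level of each group was taken over its rams or pools. The difference between the groups had the same sign in F0, F1 and F2 at 97 of them (90.7%; 95% exact interval 83.5 to 95.4%), of which 73 were in the CG context, 19 in the CHH context and 5 in the CHG context. The treatment group was higher in all generations at 44 and lower at 53. The median size of the difference was 31.8 points in F0 and 25.7 points in both F1 and F2, beside a median SD within groups of 26.9 points in F0, 19.2 in F1 and 29.4 in F2. The median coverage was 36, 37 and 31 reads. Taking the rams or pools as the units, the two-sided permutation test, exact for F0 and F1, gave a p of at most 0.05 at 28 cytosines in F0, 38 in F1 and 48 in F2, and at 8 cytosines in all 3. Adjusted over the list alone by the Benjamini-Hochberg method, 0 cytosines in F0, 0 in F1 and 5 in F2 had an adjusted p of at most 0.05. With 5 against 5, a p passes this adjustment only when many cytosines are at or near the smallest possible p. Too few were so in F0 and F1, and the counts of 0 do not show weaker differences there than in F2. In F2, 10 rams per group allow a smaller p, and rams of the same sire were counted as separate animals. The list was chosen by the paper on these same samples, so these tests are not independent evidence. The levels of the groups did not overlap at 5 cytosines in F0, 11 in F1 and 0 in F2. The 10 other cytosines had one direction in F0 and F1 and the opposite direction in F2. With group medians in place of means, the number with one direction was 93. The paper reasons that marks altered by an environmental stimulus in males must reach F2 to meet the definition of TEI, and on that basis treats cytosines that are DMCs in all generations as transgenerationally inherited.

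**Figure D3:**
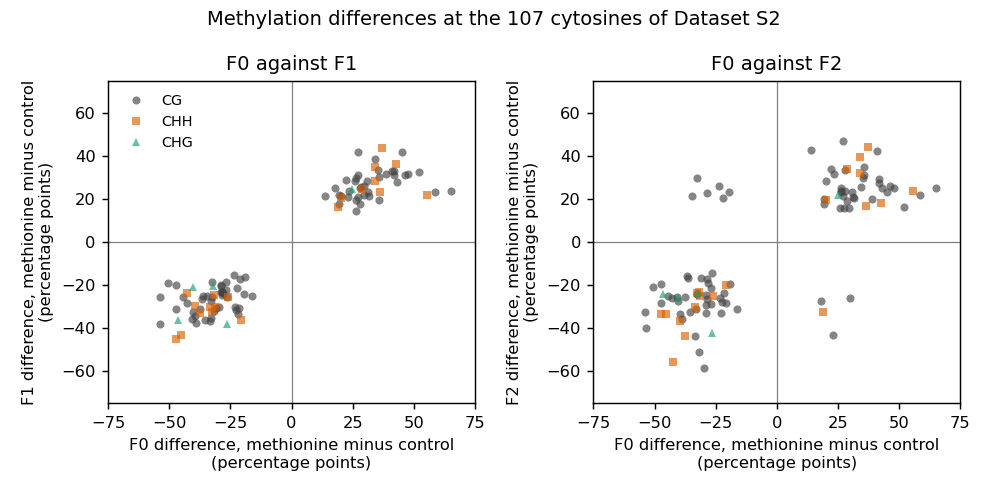
Difference in mean methylation level (methionine minus control, percentage points) at the 107 cytosines of Dataset S2, F0 on the x axis against F1 (left) and against F2 (right), by context. All points share their sign between F0 and F1, and the 10 points in the upper left and lower right of the F2 panel changed direction.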

Interestingly, 96 of 107 transgenerationally inherited cytosines (89.7%; 72 CGs, 19 CHHs, and 5 CHGs) demonstrated the same trend of hypermethylation or hypomethylation in the treatment groups across 3 generations (Fig. 3A–C).

**Fig. 3.**
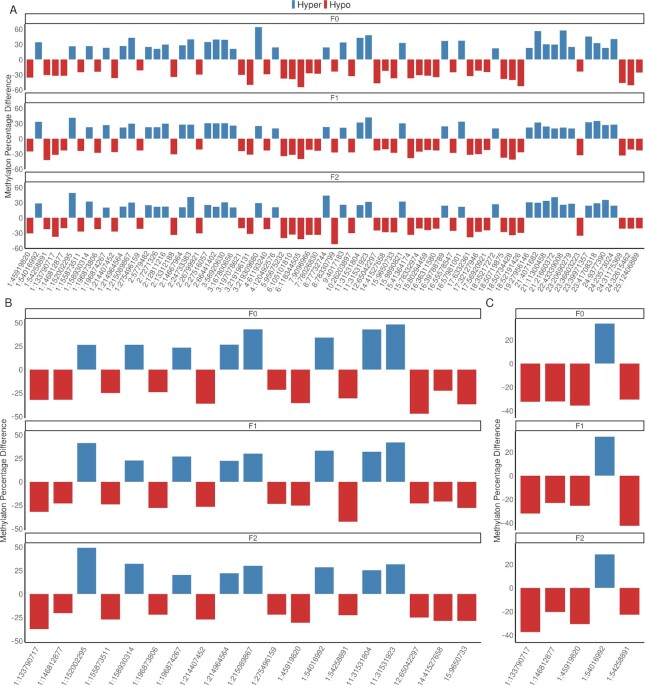
TEI marks that follow the same trend over generations. (A) A total of 72 TEI marks CG context. (B) A total of 19 TEI marks CHH context. (C) A total of 5 TEI marks CHG context. Red and blue bars represent hypomethylated and hypermethylated TEI marks (as methylation percentage difference) in the methionine-treated group compared to the control group, respectively. Top, middle, and low panels indicate F0, F1, and F2 generations, respectively. The *x*-axis represents the location of each TEI cytosine denoted as chromosome and chromosomal position in base-pair.

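The 3 cytosines with one direction whose smallest difference over the generations was largest are a CG on chromosome 6 at 118344505, a CG on chromosome 18 at 50734428 and a CHH on chromosome 6 at 114200299. The first lies between genes on the minus strand. Its level was 22.5% ± 20.6 (SD, n = 5) in treated and 76.2% ± 25.3 (SD, n = 5) in control F0 rams (exact permutation test, p = 0.00794). In the F1 pools it was 23.4% ± 17.3 and 61.5% ± 16.5 (SD, n = 5 for each; exact permutation test, p = 0.00794), and in F2 rams 15.0% ± 33.7 and 54.8% ± 26.6 (SD, n = 10 for each; permutation test, p = 0.0120). Coverage was 18 to 41 reads in F0, 17 to 36 in F1 and 18 to 52 in F2. The cytosine on chromosome 18 lies in an L2b element, a LINE, with differences of -39.0 points in F0 (exact permutation test, p = 0.0794), -37.5 in F1 (exact permutation test, p = 0.0556) and -35.7 in F2 (permutation test, p = 0.00999). The CHH cytosine lies in an intron of STK32B and in a HAL1 element, with 50.7% ± 24.5 and 13.5% ± 28.4 in F0 (SD, n = 5 for each; exact permutation test, p = 0.0397) and 68.9% ± 21.2 and 24.4% ± 25.0 in F2 (SD, n = 10 for each; permutation test, p = 8.3e-04). In the F1 pools it was 64.2% ± 29.4 and 20.5% ± 28.1 (SD, n = 5 for each; exact permutation test, p = 0.0476). These values are those of single cytosines chosen for their size. At the other end, the smallest differences over the generations were 13.9 points in F0 on chromosome 8 at 77732744, 14.2 points in F2 on chromosome 1 at 196873806 in ZBTB20, where the treatment group was lower, and 14.4 points in F1 on chromosome 23 at 20690279.

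**Figure D4:**
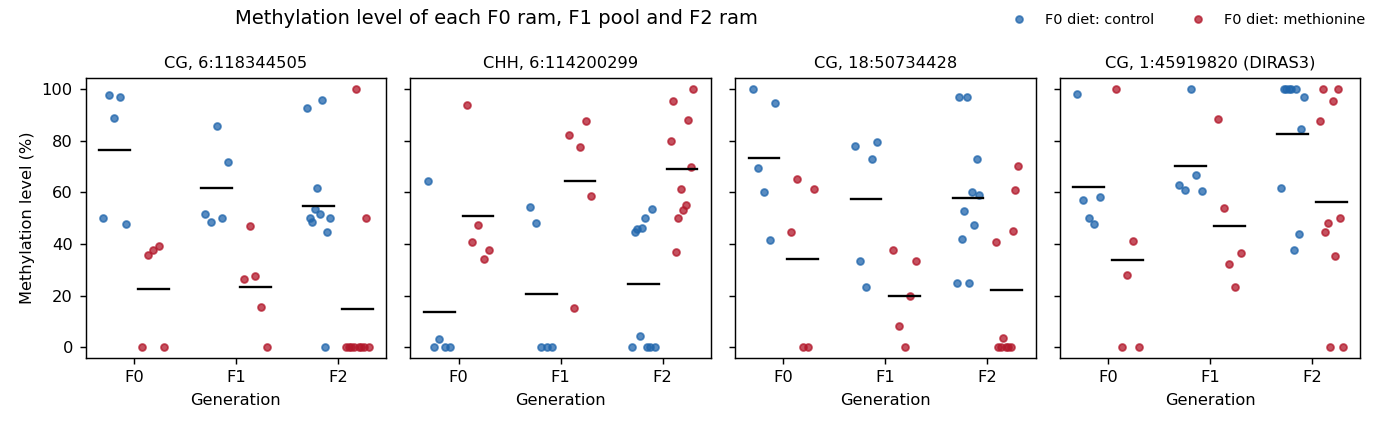
Methylation level (%) of each F0 ram, F1 pool and F2 ram at 4 cytosines, by F0 diet, with group means as bars. Levels of single F0 and F2 rams spread from 0 to 100%, and at 118344505 of chromosome 6 the group means in F2 are 15.0 and 54.8%.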

### Genomic locations of DMCs

To better understand the biological functions of DMCs, we determined the genomic locations of all DMC types, including CGs, CHHs, and CHGs, throughout the sheep genome (Supplementary Material Appendix, Table S1). Regardless of the cytosine context, most DMCs were located in intergenic regions (∼ 65%). About 32% of the DMCs were located in intronic regions, indicating potential involvement in regulating alternative splicing (19), while ∼ 4% of DMCs were localized to promoter regions (Supplementary Material Appendix, Table S1; Dataset S1). Only a small proportion of DMCs reside in 3’UTR (untranslated region), 5’UTR, upstream, downstream, exons, or coding regions (Supplementary Material Appendix, Table S1; Dataset S1). Studies have shown that DNA methylation in promoter and gene body regions can affect gene expression through changes in chromatin structure or transcription efficiency (20, 21). About 67% of the DMCs were mapped to repeat sequences, including the transposable elements LINEs (long interspersed nuclear elements), SINEs (short interspersed nuclear elements), and LTRs (long terminal repeats). These genomic regions constitute half of most mammalian genomes (22), and their repression relies on DNA methylation (23).

### Transgenerational inheritance of phenotypes

The concept of TEI implies that environmentally induced epigenetic changes are transmitted to unexposed subsequent generations and associated with transgenerationally inherited phenotypes. Therefore, we evaluated whether the F0 methionine-supplemented diet affected growth and reproduction phenotypes of the F1 and F2 generations. However, one argument against TEI in mammals is the challenge of ruling out the influence of genetic effects underlying the inherited phenotypes (9, 10). Thus, to avoid confounding effects, our phenotypic association analysis accounted for genetic factors including F0 twin pair and litter and nongenetic factors such as the number of siblings born, maternal age, rearing conditions, and age of the animal at the measurement. Testicular size (measured as scrotal circumference) was significantly associated with the F0 diet in both F1 (*P* = 0.032) and F2 (*P* = 0.049) generations (Table 1). The males of the methionine F1 and F2 generations that were not themselves fed the methionine diet had, on average, 1.00 and 0.81 cm smaller scrotal circumference (SC), respectively, when compared with the control groups (Table 1). Testicular size is positively correlated with male fertility and is considered an indirect measure of testicular functions and spermatogenesis (24). The growth traits of weaning weight (WWT) and postweaning weight (PWT) were significantly affected by F0 paternal diet only in F2 generation females (*P* = 0.020, *P* = 0.029, respectively). Similarly, loin muscle depth (LMD), a growth-related phenotype, was significant (*P* = 0.003) in males of the F2 generation (Table 1). Generation and sex-specific phenotypes have also been observed in other transgenerational studies (3, 18, 25), although the underlying mechanisms are not fully understood.

**Table 1.** Estimates of F0 methionine-supplemented diet effects on F1 and F2 generation phenotypes.

Phenotype	Sex	F1 generation				F2 generation			
		*N*	Estimate	SE	*P*-value	*N*	Estimate	SE	*P*-value
WWT_(kg)_	Male	74	−0.179	0.925	0.793	77	−0.511	1.206	0.671
	Female	86	−0.590	0.773	0.427	89	−1.975	0.853	0.020*
	Both	160	−0.286	0.654	0.647	166	−1.009	0.768	0.183
PWT_(kg)_	Male	−^¥^	–		–	83	1.797	1.888	0.340
	Female	75	−2.020	1.569	0.185	82	−2.561	1.190	0.029*
	Both	–	–		–	165	−0.281	1.171	0.787
SC_(cm)_	Male	69	−1.007	0.481	0.032*	72	−0.812	0.410	0.049*
LMD_(cm)_	Male	78	−0.558	0.594	0.329	73	−2.127	0.718	0.003**

WWT, weaning weight; PWT, postweaning weight; SC, scrotal circumference; LMD, loin muscle depth; *N*, number of animals analyzed; Estimate, estimate of diet effect on treatment animals compared with control animals; and SE, estimate standard errors. *P  ≤ 0.05, and ^*^*P ≤ 0.01. ^¥^PWT records were not available.

Although there is evidence of transgenerational inheritance of phenotypes such as behavioral and metabolic effects of paternal stress (26) or male fertility effects due to exposure of gestating females to toxicants (27), defined molecular mechanisms underlying these phenotypes are missing (10). Thus, there is a need to identify environmentally altered genes that are inherited across generations and associated with the observed phenotypes (5). A total of 35 out of 107 DMCs shared across all 3 generations were mapped to 33 genes (Dataset S2). 

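The authors' annotation in Dataset S2 names a gene for 37 of the 107 cytosines, 33 genes in all. Of these cytosines, 28 are in the CG context, 8 in the CHH context and 1 in the CHG context. Repeats hold 68 of the 107 cytosines, 61 of them LINEs. A cytosine assigned to a gene is one within it or within 10 kb upstream of its transcription start site, as the paper defines a promoter.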

Many of the transgenerationally marked genes play roles in growth (*DIRAS3, CTNNA3, CAP2, COL19A1, LRRIQ3*, and *CDH12*) and/or male reproduction (*DIRAS3, CTNNA3, LRRIQ3, DLG2, LPAR1, AXDND1, YBX3, THOC1, GK2, CATSPER3, ZBTB20*, and *STK32B*; Supplementary Material Appendix, Table S2). 

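The cytosine in the DIRAS3 promoter, on chromosome 1 at 45919820 and in an L1MD2 element, was lower in the treatment group by means that overlapped widely between animals. In F0 its level was 33.8% ± 41.1 (SD, n = 5) in the treatment group and 62.2% ± 20.4 (SD, n = 5) in the control group (exact permutation test, p = 0.190). The F1 pools had 46.9% ± 25.6 and 70.2% ± 16.8 (SD, n = 5 for each; exact permutation test, p = 0.111), and the F2 rams 56.0% ± 38.5 and 82.4% ± 25.1 (SD, n = 10 for each; permutation test, p = 0.0834). The difference in the THOC1 intron, at 39971357 of chromosome 23, was 52.2 points in F0 (exact permutation test, p = 0.0159), 32.9 points in F1 (exact permutation test, p = 0.0238) and 16.5 points in F2 (permutation test, p = 0.320). In the LPAR1 intron, at 12811216 of chromosome 2, it was 26.5, 30.0 and 23.9 points. The CHH cytosine listed for CATSPER3, at 48477588 of chromosome 5, was higher in the treatment group in F0 and F1, by 18.9 and 16.2 points, and lower in F2, with a difference of -32.3 points. Roles of these genes in growth and reproduction come from the literature that the paper cites and were not analysed here.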

Interestingly, growth and male fertility phenotypes showed significant associations with the paternal diet in the F1 and F2 generations (Table 1).

Gene expression is partially regulated by epigenetic modifications, including DNA methylation in promoter and enhancer regions. Determining the relationship between DNA methylation and gene expression in the offspring following experimental paternal nutrition in F0 will help us understand the mechanisms underlying the observed phenotypic differences. We performed RNA-Seq in the same F2 generation sperm samples used for WGBS followed by Pearson's correlation (*r*) analysis between the methylation levels of TEI DMCs (with consistent methylation patterns across all 3 generations) located within genes or in promoter regions (10 kb from transcription start sites, TSS) and the normalized expression values of the corresponding genes. 

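RNA of sperm from the 20 F2 rams, 10 grandsons of treated and 10 of control rams, was sequenced after the authors lysed somatic cells in the washed samples. The authors trimmed the reads, aligned them with STAR and counted reads per gene, and these raw counts cover 28525 genes. Which strand column of the STAR output was used is not named in the paper's text. Counts per ram totalled between 1082165 and 10169107 in the treatment group, with a median of 4587078, and between 805831 and 13137757 in the control group, with a median of 3029992. Library sizes thus differed more within than between the groups, and precision is lowest for genes with few counts. Expression was taken as CPM, normalized with edgeR's TMM method, and the methylation level as methylated over total reads of the cytosine in the same ram, whereas the paper words it as the ratio of methylated and unmethylated cytosines. The leading principal component of log2 CPM held 55.4% of the variance between rams. The pairs examined were the 12 pairs of Table S3 and the 29 other pairs of a cytosine with its gene in Dataset S2, all of whose genes are in the count table. The identifier LOC101108354 stands for IL1RAP in a RefSeq annotation of another sheep assembly, used here for the name alone.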

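In each of the 12 pairs of Table S3, the methylation levels of the 20 F2 rams fell into 2 or 3 clusters parted by more than 20 points, so the relation was examined within clusters. Over the 14 clusters of at least 6 rams whose rams were not mostly tied at one level, Pearson's r ranged from -0.488 to 0.623. The permutation p of r was at most 0.10 in 1 of them, the middle cluster of LOC105602588 (9 rams, r = 0.623, exact permutation test, p = 0.0653, Spearman's rho = 0.633, p = 0.0760), and the smallest Benjamini-Hochberg adjusted p over the 14 was 0.517. The SD of the levels in these clusters was a median of 1.06 times the SD that counting of reads alone gives (0.507 to 1.99), so a weak r within clusters would be found whether or not methylation goes with expression. LOC114110160, paired with the cytosine at 11300458 of chromosome 21, had 16.2 CPM ± 22.8 (SD) in 9 rams with levels up to 2.70%, 29.3 CPM ± 26.5 in 10 rams between 28.6 and 58.5%, and 179.8 CPM in 1 ram at 97.1%. Within its cluster of 10 rams r was -0.0303 (permutation test, p = 0.949; rho = -0.243), and in the cluster of 9 rams too few levels differ for r to be taken. CNTNAP2, paired with 120492576 of chromosome 4, had 12.0 CPM ± 4.39 in 9 rams between 39.1 and 54.3% and 9.36 CPM ± 4.79 in 11 rams between 75.6 and 100%, with r of -0.452 (exact permutation test, p = 0.222; rho = -0.577) and -0.488 (permutation test, p = 0.126; rho = -0.690, p = 0.0227) within them. For the CHH cytosine at 219740146 of chromosome 3, 15 rams lay at or under 3.57% and 5 rams between 43.8 and 53.1%, all 5 from the treatment group. LOC105613000 had 1.52 CPM ± 1.05 in the former and 3.56 CPM ± 1.45 in the latter, and LOC101116641 had 1.43 CPM ± 0.956 and 2.67 CPM ± 1.57. These genes, LOC105602588 and PCBD2 did not reach the paper's minimum of 15 counts in more than 10 rams.

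**Figure D5:**
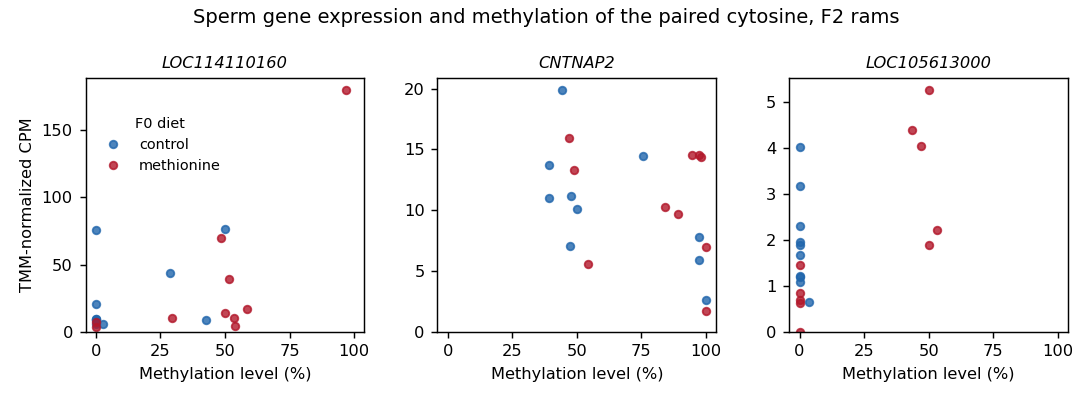
TMM-normalized CPM (y axis) of 3 genes against the methylation level (%) of the paired cytosine (x axis) in each of the 20 F2 rams, by F0 diet. The levels form separate clusters, and the highest value of LOC114110160, 179.8 CPM, is that of 1 ram at 97.1%.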

The analysis identified 12 genes with expression levels correlated with DMCs (*P* ≤ 0.10, *r* ≥ 0.30; Supplementary Material Appendix, Table S3), of which 5 genes play roles in male fertility (Supplementary Material Appendix, Table S2). Sperm gene expression can also affect embryo development and offspring phenotypes (28). Therefore, these correlation results provide additional support for the possible roles of these genes in transgenerationally inherited phenotypes and could be a hypothesis-generating basis for other phenotypes not measured in this study.

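Counted with the paper's thresholds, over all 20 rams without regard to the clusters, 11 of the 12 pairs of Table S3 and 1 of the 29 other pairs of Dataset S2 had a two-sided permutation p of at most 0.10 with r of at least 0.30 in size. Of the 41 pairs, 4.1 are expected at that p by chance, and 0 had a Benjamini-Hochberg adjusted p of at most 0.10, the smallest being 0.170. The paper chose the pairs of Table S3 for their correlation in these same rams, and Dataset S2 does not name all of their genes. The 41 pairs are thus not the full set that was screened. This choice favours passing pairs, so the comparison with 4.1 is no independent evidence, and the adjusted p may be too small. All 12 pairs of Table S3 had the sign that the paper reports. By Spearman's rho, 9 of them had a permutation p of at most 0.10. Without the 2 rams farthest from the median level, 2 of them did. Within the diets taken separately, the sign was the same in both at 10 of the 12. Averaging the 2 rams of each sire also left 2. From the correlations the paper proposes that these genes may take part in the inherited phenotypes and offers them as a basis for hypotheses about phenotypes it did not measure.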

## Discussion

Previous studies in mammals have provided only partial evidence of TEI for various reasons, including experimental design, sample size, selected loci used to study TEI, animal model, DNA methylation method, dose and duration of environmental exposure, and the lack of a consensus about the definition of TEI. Indeed, most environmental toxicant studies in mammals show intergenerational rather than transgenerational effects (5). These factors have led to remarkable skepticism in the scientific community about the occurrence of TEI in mammals (5, 8–11). To address these valid criticisms about TEI, we used twin pairs for treatment and control subjects and produced a large number of F1 and F2 offspring for DNA methylation and phenotypic analyses. In addition, there is a need to establish a dose level that induces transgenerational response without causing significant toxicity when studying the effects of environmental insults on TEI (29). Anway et al. (27) exposed gestating females to vinclozolin levels that were greater than expected for environmental exposures. A high dose of bisphenol-A was used to study the impacts of this chemical on male fertility (30). The potential toxicological effects of these extreme dosages may confound epigenic affects. Our study showed that a moderate nutritional treatment (3 g of methionine a day for 10–12 weeks) induced significant sperm DNA methylation and phenotypic changes that were inherited by subsequent generations. Another challenge associated with transgenerational studies in mice and rats is the short exposure window to the environmental insult (29). The germline of the mouse is susceptible to epigenetic environmental changes between embryonic days E6 and E15, whereas, in our experiment, males were exposed to the methionine supplementation for about 12 weeks, from weaning to puberty.

The use of WGBS allowed us to investigate TEI at the single-nucleotide resolution level and identify a remarkable consistency of paternal diet-induced DMCs across 3 generations compared to previous studies, where low-resolution DNA methylation methods were used. To study the effects of vinclozolin on epigenetic inheritance and male fertility in rats, Anway et al. (27) used the methylation-sensitive restriction enzymes method that revealed DNA methylation changes in only 25% of the sperm DNA samples treated with vinclozolin, and only 2 genes were tested for DNA methylation. Rahman et al. (30) used the global DNA methylation assay to study the impact of bisphenol-A on male fertility in mice. Although the exposure of F0 males was associated with DNA methylation changes in subsequent generations, specific methylated cytosines were not reported in that study. Carone et al. (13) investigated the effects of paternal low-protein diet on gene expression and DNA methylation in liver samples of the F1 generation. Interestingly, the paternal diet was correlated with an elevated expression of many genes involved in lipid and cholesterol biosynthesis. However, the authors used reduced representation bisulfite sequencing (RRBS), which represents only about 1% of the genome compared to the high resolution of WGBS used in our study. WGBS is the gold standard for comprehensive and unbiased whole-genome DNA methylation profiling. To our knowledge, this is the first study to report transgenerational inheritance of differentially methylated CHH and CHG in mammals. Non-CG methylation loci are involved in gene regulation and have been linked to the expression of DNMT3L, a DNA methyltransferase essential for the silencing of retrotransposons within repeat sequences in male germ cells (31).

An essential requirement of TEI is the transmission of environmentally induced epimutations at least to the first nonexposed generation (8, 9). Our results provided evidence of transgenerational inheritance of 96 environmentally modified cytosines that show the same trend of hypermethylation or hypomethylation in the treatment groups across 3 generations. Conversely, Constantinof et al. (25) reported generation-specific DNA methylation levels of 2 genes in guinea pigs that showed decreased methylation in 1 generation and increased methylation in other generations. The authors reported differentially expressed genes in the hippocampus between animals supplemented with synthetic glucocorticoids and controls in all 3 studied generations. However, there was no overlap between these differentially expressed genes across the generations (25). The exposure of gestating female rats to glyphosate resulted in DMRs in the sperm of treated vs. control males in F1, F2, and F3 generations (3). However, no overlapping DMRs were identified between the generations (3). Similarly, Ben Maamar et al. (18) studied the effects of vinclozolin exposure of gestating rats on DNA profiles of subsequent generations. The authors reported 44 DMRs overlapped between F2 and F3 generations, 4 DMRs overlapped between F1 and F3 generations, and 2 DMRs overlapped between F1 and F2 generations (18). No DMRs were found in common across all 3 generations. Thus, the consistent hypermethylation and hypomethylation trends of a large number of DMCs across 3 generations identified in our study is a strong indication of TEI and expands our knowledge of genomic loci that escape epigenetic reprogramming.

TEI requires an incomplete erasure of the epigenetic marks during developmental reprogramming, allowing the transfer of these marks from parents to the offspring (9). Imprinted control regions and transposable elements are known to resist epigenetic reprogramming. We found a DMC in the promoter region of the imprinted gene *DIRAS3*, also harboring a LINE-1 sequence. Effects of parental diet on the expression and DNA methylation of imprinted genes, including *DIRAS3* (27), have been reported in sheep fetal tissues (32). In addition, most of the DMCs influenced by the paternal diet in this study were mapped to repeat sequences, including the transposable elements LINEs. Transcriptional silencing of transposable elements is essential for preventing their mobilization, maintaining genomic stability, and germ cell development and integrity (23, 33, 34). Supplementation of methyl donors to gestating mice resulted in increased DNA methylation at a transposable element upstream of the agouti gene leading to altering the coat color of the offspring (16). Furthermore, DNA methylation changes in transposable elements have been associated with metabolic phenotypes such as obesity (35) and initiation and progression of different cancer types (36). Thus, the diet-induced DNA methylation observed in transposable elements is intriguing because it demonstrates the vulnerability of these elements to nutritional effects, which could result in altered phenotypic outcomes across generations. We also detected TEI DMCs outside transposable elements and imprinted control regions, indicating that other genomic regions may escape DNA methylation erasure. Interestingly, 26 and 13 TEI DMCs were located in intergenic and intron regions, respectively (Dataset S2). DNA methylation in intronic regions has been associated with the regulation of alternative splicing (19). Previous studies suggested that DNA methylation in intergenic regions regulate miRNA expression (37) and contribute to genomic stability and conservation (38). In addition, Schlesinger et al. (39) reported that enhancer activation and noncoding transcriptional output are linked to DNA methylation in intergenic regions.

Despite the 2 waves of epigenetic programming in primordial germ cells and embryos immediately after fertilization, we found many sperm methylation sites that appear to escape DNA methylation erasure and are transmitted to subsequent generations. However, a formidable challenge is required to unravel molecular links between sperm DNA methylation changes and phenotypes of somatic tissues (40). We can assume a direct link between sperm DNA methylation changes and the testicular size phenotype observed in the F1 and F2 generations. A transgenerationally transmitted testis phenotype induced by an environmental factor indicates epigenetic alteration of the male germline (27). Indeed, transgenerationally marked genes detected in this study were associated with sperm motility and concentration, testis development, spermatogenesis, abnormal sperm, and male fertility (Supplementary Material Appendix, Table S2). These factors are correlated with testicular size (24). Zhou et al. (41) reported a relationship between sperm DNA methylation and germ cell development, male infertility, piRNA pathway, spermatogenesis, and germline integrity. Therefore, the DNA methylation pattern in sperm may guide the expression of genes affecting testicular size. For the growth traits observed in the F2 generation, fetal programming is a possible link between sperm DNA methylation and these phenotypes. Epigenetic modifications in growth-related genes in sperm may contribute to fetal developmental changes, which persist into adult life (42).

In summary, here we show, for the first time, that environmentally altered epigenetic marks in sheep are transmitted to subsequent generations that have not been directly exposed to the diet that initiated the epigenetic changes. Over 100 methylated cytosines, environmentally altered in the F0 generation, were inherited by the F1 and F2 generations. These results can improve our understanding of the mechanisms of non-Mendelian inheritance. Furthermore, the F0 paternal diet was associated with growth and male fertility phenotypes in subsequent generations, a finding that could be used to predict phenotypic outcomes of environmental interventions in future generations. Our findings suggest that sperm have the plasticity to reconfigure DNA methylation signatures in response to paternal diet and pass this message to subsequent generations. We believe these results advance our understanding of the relationship between nature and nurture.

## Materials and Methods

### Study design

To study the effect of paternal diet on DNA methylation in the sperm and phenotypes across generations, 2 groups of male Polypay sheep were used (43). Briefly, 10 male twin pairs (20 sheep in total) were randomly divided into 2 groups, in which 1 animal from each pair was fed a control diet, and the other twin received the control diet plus an additional, top-dressed encapsulated methionine supplement (0.22% addition, 1.5 g;  RPM Smartamine, Adisseo, Alpharetta, GA), from weaning until puberty. Between feedings, rams were group-housed and received forage (orchard grass and alfalfa hay) and water ad libitum. Then, 10 F0 rams (5 from each group) were each housed in individual pens with a group of 8–9 untreated Polypay female sheep each, for 2 breeding cycles. F0 offspring (the F1 generation) comprised 225 animals (115 males and 110 females). A maximum of 2 lambs were raised naturally per ewe; any third or fourth lambs in a litter were removed (after 48 h of colostrum consumption) and fostered to another ewe or raised artificially. All F1 animals were fed control diets for the remainder of the trial. To produce the F2 generation, 10 F1 rams (1 each from the 5 F0 sires from the control group and from the 5 F0 sires from the treatment group) were individually housed with a group of 10 untreated Polypay ewes each, for 2 breeding cycles. The F2 generation consisted of 188 animals (94 males and 94 females), which similarly to the F1 generation, were raised naturally, fostered, or raised artificially and fed the control diet until the end of the experiment.

### Semen collection and evaluation

In TEI, the epigenetic marks altered by exposure might be transmitted to subsequent generations through the germline (44). Therefore, semen samples from animals of all generations (F0, F1, and F2) were collected and analyzed. Semen was collected via electroejaculation techniques, using the Lane Pulsator IV (Lane Manufacturing Inc., Denver, CO) as specified by Gross et al. (43). In brief, ejaculate was collected into a graduated conical vial and its volume was measured. A 30-μl portion of raw semen was removed and added to a 0.1% paraformaldehyde (PFA) solution at a 1:2 dilution, which was used later to determine semen concentration with a hemocytometer. Total sperm per ejaculate was calculated by multiplying sperm concentration of the ejaculate by the total volume. The remaining semen was transported to the laboratory in a prewarmed (37°C) semen extender, which was used to evaluate the motility using computer-assisted sperm analysis (CASA) with a Hamilton Thorne semen analyzer (Hamilton-Thorne Research, Beverly, MA). To ensure rams were pubertal and producing high-quality sperm cells for both study and breeding, we used only semen samples with at least 50 × 10^6^ sperm per ejaculate and more than 10% motility (45), as such measurements have been associated with DNA and RNA integrity (46). The remaining semen from each qualifying sample was washed with phosphate-buffered saline (PBS), pelleted by centrifugation, preserved in RNAlater, and stored at −80°C.

### WGBS of F0, F1, and F2 generations

Genomic DNA from semen samples was extracted using the Quick-DNA Miniprep Plus (Zymo Research, Irvine, CA), and then bisulfite treated with the EZ DNA Methylation-Lightning kit from Zymo Research. In total, 40 samples were selected for WGBS. The 10 F0 rams used to produce the F1 generation were individually sequenced (5 from the control group and their 5 twins from the methionine treatment group). From the F1 generation, we sequenced 10 pooled samples (from 45 sheep total), of which 5 pools included offspring of the F0 control group and 5 pools consisted of offspring of the F0 treatment group. We then individually sequenced 20 rams from the F2 generation: 10 descendants of the F0 control group and 10 of the F0 treatment group (2 sheep descended from each F0 sire). WGBS was performed at the University of Illinois, Urbana-Champagne, using Illumina NovaSeq 6000 sequencing platform, with S4 flow cell, to generate 150 bp paired-end reads and reach 25x mean coverage (Illumina, San Diego, CA). Fastq files were generated and demultiplexed with the bcl2fastq Conversion Software (version 2.20, Illumina). The number of reads generated per sample varied from 189.9 to 285.7 M with an average of 233.5 M. For each sample, quality check of raw reads was performed using FastQC software, version 0.11.8 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and TrimGalore version 0.6.5 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) was used to remove adapter sequences, and low-quality reads and bases.

### Sequence alignment and DNA methylation analysis

The cleaned data were aligned to the sheep reference genome (Oar_rambouillet_v1.0) using bowtie2 of the Bismark software, version 0.22.3 (47), followed by deduplication to remove reads aligned to the same region of the genome. On average, the percentage of alignment was 77%, varying from 67.6% to 80.7%. “Bismark_methylation_extractor” function was used to extract methylation calls at a single-base resolution (47) discriminating between cytosines in CG, CHH, or CHG context, where H is A, C, or T. Calculations of read counts and methylation levels were carried out using the “methylKit” R package (48). A minimum of 10 reads per cytosine among all samples was used as a cutoff for further analysis. DMCs were defined as those with methylation difference greater than 20% between the treatment and control groups, and with a FDR of 0.01 as threshold values. DMCs that had higher or lower methylation in treatment animals when compared with the control animals were considered as hypermethylated or hypomethylated, respectively. Exon, intron, promoter, and intergenic regions that overlapped with DMCs were annotated. Promoter regions were defined as 10 kb upstream of transcription start sites (TSSs) of genes. Upstream and downstream features were considered as 200 bp sequences from genes start and end positions, respectively. Repetitive elements were downloaded from the University of California, Santa Cruz (UCSC) database (49) and overlapped with the DMCs. Figures were generated using the R package “ggplot2” (50).

### Identification of RNAs expressed in the F2 generation sperm

The same 20 semen samples from the F2 generation used for WGBS were also used for RNA sequencing. The RNAlater-preserved samples (200 ul) were centrifuged for 4 minutes at 4,000 rpm. After supernatant removal, cells were suspended with 1 ml of somatic cell lysis buffer for 4 minutes on ice (51). Samples were centrifuged for 4 minutes at 4,000 rpm and lysis supernatant was removed. Total RNA was then extracted using 1 ml of TRIzol Reagent (Life Technologies, Carlsbad, CA), according to manufacturer instructions, followed by DNase I treatment (Lucigen, Middleton, WI). RNA quality and quantity were determined by NanodropOne (Thermofisher Scientific, Wilmington, DE) and electrophoresis before RNA sequencing (RNA-Seq). RNA-Seq was performed at the University of Illinois, Urbana-Champagne, using Illumina NovaSeq 6000 sequencing platform, generating, on average, 37.6 M (31.8–47.4 M) 100 bp single-end reads (Illumina). The bcl2fastq Conversion Software (version 2.20, Illumina) was used to generate and demultiplexe the Fastq files. For each sample, quality check of raw reads was performed using FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and Trimmomatic (52) was used to remove adapter sequences, and low-quality reads and bases. STAR (53) was then used to align the trimmed reads to the sheep reference genome (Oar_rambouillet_v1.0) using the “--quantMode GeneCounts” option to estimate gene counts. In total, 16,098 expressed genes with at least 15 counts in more than 10 samples were considered for further analysis. 

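In the count table, 13577 of the genes have at least 15 counts in more than 10 rams. Counting genes with at least 15 counts in 10 or more rams gives 14123, and counting genes with a mean of at least 15 counts gives 14848. The filter of edgeR's filterByExpr keeps 15938.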

The R package “edgeR” (54) was used to normalize gene counts based on the trimmed mean of M-values (TMM) method.

### Integrating DNA methylation and gene expression

To identify genes affected by transgenerational DMCs, Pearson's correlation (*r*) was calculated between the methylation levels of DMCs located within or in promoter regions (10 kb from TSS) and the normalized expression values of the corresponding genes (55). Methylation levels were defined as the ratio of the intensities of methylated and unmethylated cytosines. Significant correlation was achieved with *P*-value ≤ 0.10 and *r* ≥ 0.30 (55).

### Phenotype collection and association analysis

To evaluate whether the F0 methionine-supplemented diet affected growth and reproduction phenotypes of the F1 and F2 generations, we performed an association analysis between F0 diet and birth weight (BWT), WWT, PWT, SC, fat depth (FD), and LMD phenotypes. SC was measured at the widest point in the scrotum using a flexible measuring tape. Each ram was prepared for ultrasound measurements by shearing a dorsal area, on the left side, over the 12th and 13th ribs, which was then rubbed with vegetable oil to create a connection medium for the ultrasound (56). The Longissimus dorsi muscle was scanned using an Aloka SSD-500 portable ultrasound machine with a 7.5 MHz linear probe and images were saved to a laptop for further analyses. Using the Image J software (57), FD was obtained by measuring adipose tissue that was between the muscle and skin, and LMD was determined at the vertically deepest point of the muscle.

Phenotypes were evaluated for each generation (F1 and F2) using linear mixed models implemented in the “lme4” R package (58). For both generations, diet was included as a fixed effect, birth type (number of siblings born) and age of the dam were included as covariables, and the F0 ram pair and litter were included as random effects in the model. Rearing type (single, naturally, artificially, or foster reared) was also included as a fixed effect, and age at measurement as a covariable in the model for all traits, except for birth weight. For LMD and SC, weight of the animal at measurement was also included as a covariate. Animals in the F1 generation were raised in different pens; therefore, pen was also included as a fixed effect in the F1 phenotypes analyses.

## Supplementary Material

pgac040_Supplemental_Files Click here for additional data file.

## Data Availability

All study data are included in the article, SI Appendix, and Datasets S1 and S2. WGBS and RNA sequencing data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series acession number GSE198935.

## References

[1] Liu Y . 2020. Revisiting Darwin's thoughts on environmentally induced heritable changes. Sci Total Environ. 738:139540.3247572210.1016/j.scitotenv.2020.139540

[2] Gapp K , et al. 2014. Implication of sperm RNAs in transgenerational inheritance of the effects of early trauma in mice. Nat Neurosci. 17:667–669.2472826710.1038/nn.3695PMC4333222

[3] Kubsad D , et al. 2019. Assessment of glyphosate induced epigenetic transgenerational inheritance of pathologies and sperm epimutations: generational toxicology. Sci Rep. 9:1–17.3101116010.1038/s41598-019-42860-0PMC6476885

[4] Jirtle RL , SkinnerMK. 2007. Environmental epigenomics and disease susceptibility. Nat Rev Genet. 8:253–262.1736397410.1038/nrg2045PMC5940010

[5] Martos SN , yee TangW, WangZ. 2015. Elusive inheritance: transgenerational effects and epigenetic inheritance in human environmental disease. Prog Biophys Mol Biol. 118:44–54.2579208910.1016/j.pbiomolbio.2015.02.011PMC4784256

[6] Horsthemke B . 2018. A critical view on transgenerational epigenetic inheritance in humans. Nat Commun. 9:1–4.3006169010.1038/s41467-018-05445-5PMC6065375

[7] Morgan HD , SantosF, GreenK, DeanW, ReikW. 2005. Epigenetic reprogramming in mammals. Hum Mol Genet. 14:R47–58.1580927310.1093/hmg/ddi114

[8] Blanco Rodríguez J , Camprubí SánchezC. 2019. Epigenetic transgenerational inheritance. Adv Exp Med Biol. 1166:57–74.3130104610.1007/978-3-030-21664-1_4

[9] van Otterdijk SD , MichelsKB. 2016. Transgenerational epigenetic inheritance in mammals: how good is the evidence?. FASEB J Off Publ Fed Am Soc Exp Biol. 30:2457–2465.10.1096/fj.20150008327037350

[10] Grossniklaus U , KellyB, Ferguson-SmithAC, PembreyM, LindquistS. 2013. Transgenerational epigenetic inheritance: how important is it?. Nat Rev Genet. 14:228–235.2341689210.1038/nrg3435PMC4066847

[11] Nadeau JH . 2015. The nature of evidence for and against epigenetic inheritance. Genome Biol. 16:1–2.2616237010.1186/s13059-015-0709-yPMC4499204

[12] Rakyan VK , et al. 2003. Transgenerational inheritance of epigenetic states at the murine Axin(Fu) allele occurs after maternal and paternal transmission. PNAS. 100:2538–2543.1260116910.1073/pnas.0436776100PMC151376

[13] Carone BR , et al. 2010. Paternally induced transgenerational environmental reprogramming of metabolic gene expression in mammals. Cell. 143:1084–1096.2118307210.1016/j.cell.2010.12.008PMC3039484

[14] Sadler-Riggleman I , et al. 2019. Epigenetic transgenerational inheritance of testis pathology and Sertoli cell epimutations: generational origins of male infertility. Environ Epigenet. 5:1–18.10.1093/eep/dvz013PMC673606831528361

[15] Ng SF , et al. 2010. Chronic high-fat diet in fathers programs β-cell dysfunction in female rat offspring. Nature. 467:963–966.2096284510.1038/nature09491

[16] Waterland RA , JirtleRL. 2003. Transposable elements: targets for early nutritional effects on epigenetic gene regulation. Mol Cell Biol. 23:5293.1286101510.1128/MCB.23.15.5293-5300.2003PMC165709

[17] Blake GET , WatsonED. 2016. Unravelling the complex mechanisms of transgenerational epigenetic inheritance. Curr Opin Chem Biol. 33:101–107.2732721210.1016/j.cbpa.2016.06.008

[18] Ben Maamar M , 2018. Alterations in sperm DNA methylation, non-coding RNA expression, and histone retention mediate vinclozolin-induced epigenetic transgenerational inheritance of disease. Environ Epigenet. 4:1–19.10.1093/eep/dvy010PMC592029329732173

[19] Zheng Z , WeiX, HildebrandtA, SchmidtB. 2016. A computational method for studying the relation between alternative splicing and DNA methylation. Nucleic Acids Res. 44:e19.2636523410.1093/nar/gkv906PMC4737180

[20] Lorincz MC , DickersonDR, SchmittM, GroudineM. 2004. Intragenic DNA methylation alters chromatin structure and elongation efficiency in mammalian cells. Nat Struct Mol Biol. 11:1068–1075.1546772710.1038/nsmb840

[21] Klose RJ , BirdAP. 2006. Genomic DNA methylation: the mark and its mediators. Trends Biochem Sci. 31:89–97.1640363610.1016/j.tibs.2005.12.008

[22] Adelson DL , RaisonJM, EdgarRC. 2009. Characterization and distribution of retrotransposons and simple sequence repeats in the bovine genome. Proc Natl Acad Sci. 106:12855–12860.1962561410.1073/pnas.0901282106PMC2722308

[23] Iwasaki YW , SiomiMC, SiomiH. 2015. PIWI-interacting RNA: its biogenesis and functions. Annu Rev Biochem. 84:405–433.2574739610.1146/annurev-biochem-060614-034258

[24] Sakamoto H , et al. 2008. Relationship between testicular size by ultrasonography and testicular function: measurement of testicular length, width, and depth in patients with infertility. Int J Urol. 15:529–533.1843015210.1111/j.1442-2042.2008.02071.x

[25] Constantinof A , et al. 2019. Prenatal glucocorticoid exposure results in changes in gene transcription and DNA methylation in the female juvenile guinea pig hippocampus across three generations. Sci Rep. 9:1–12.3179676310.1038/s41598-019-54456-9PMC6890750

[26] van Steenwyk G , RoszkowskiM, ManuellaF, FranklinTB, MansuyIM. 2018. Transgenerational inheritance of behavioral and metabolic effects of paternal exposure to traumatic stress in early postnatal life: evidence in the 4th generation. Environ Epigenet. 4:1–8.10.1093/eep/dvy023PMC619026730349741

[27] Anway MD , CuppAS, UzumcuN, SkinnerMK. 2005. Epigenetic transgenerational actions of endocrine disruptors and male fertility. Science. 308:1466–1469.1593320010.1126/science.1108190PMC11423801

[28] Teltumbade M , BhallaA, SharmaA. 2020. Paternal inheritance of diet induced metabolic traits correlates with germline regulation of diet induced coding gene expression. Genomics. 112:567–573.3098642610.1016/j.ygeno.2019.04.008

[29] Legoff L , D'CruzSC, TevosianS, PrimigM, SmagulovaF. 2019. Transgenerational inheritance of environmentally induced epigenetic alterations during mammalian development. Cells. 8:1559.3181691310.3390/cells8121559PMC6953051

[30] Rahman S , PangW-K, RyuD-Y, ParkY-J, PangM-G. 2020. Multigenerational and transgenerational impact of paternal bisphenol A exposure on male fertility in a mouse model. How does paternal exposure to bisphenol A (BPA) affect the fertility of male offspring in mice in future generations?. Hum Reprod. 35:2020.10.1093/humrep/deaa13932644108

[31] Patil V , WardRL, HessonLB. 2014. The evidence for functional non-CpG methylation in mammalian cells. Epigenetics. 9:823–828.2471753810.4161/epi.28741PMC4065179

[32] Lan X , et al. 2013. Maternal diet during pregnancy induces gene expression and DNA methylation changes in fetal tissues in sheep. Front Genet. 4:49.2357702010.3389/fgene.2013.00049PMC3617393

[33] Huang H , et al. 2011. piRNA-associated germline nuage formation and spermatogenesis require MitoPLD profusogenic mitochondrial-surface lipid signaling. Dev Cell. 20:376–387.2139784810.1016/j.devcel.2011.01.004PMC3061402

[34] Kostova E , et al. 2007. Association of three isoforms of the meiotic BOULE gene with spermatogenic failure in infertile men. Mol Hum Reprod. 13, 85–93.1711420610.1093/molehr/gal101

[35] Morgan HD , SutherlandHGE, MartinDIK, WhitelawE. 1999. Epigenetic inheritance at the agouti locus in the mouse. Nat Genet. 23:314–318.1054594910.1038/15490

[36] Ponomaryova AA , et al. 2020. Aberrant methylation of LINE-1 transposable elements: a search for cancer biomarkers. Cells. 9:2017.3288731910.3390/cells9092017PMC7563416

[37] Pheiffer C , ErasmusRT, KengneAP, MatshaTE. 2016. Differential DNA methylation of microRNAs within promoters, intergenic and intragenic regions of type 2 diabetic, pre-diabetic and non-diabetic individuals. Clin Biochem. 49:433–438.2665663910.1016/j.clinbiochem.2015.11.021

[38] Li G , et al. 2018. DNA methylation subpatterns at distinct regulatory regions in human early embryos. Open Biol. 8:180131.3038136010.1098/rsob.180131PMC6223221

[39] Schlesinger F , SmithAD, GingerasTR, HannonGJ, HodgesE. 2013. De novo DNA demethylation and noncoding transcription define active intergenic regulatory elements. Genome Res. 23:1601–1604.2381114510.1101/gr.157271.113PMC3787258

[40] Szyf M . 2014. Lamarck revisited: epigenetic inheritance of ancestral odor fear conditioning. Nat Neurosci. 17:2–4.2436936810.1038/nn.3603

[41] Zhou Y . 2018. Comparative whole genome DNA methylation profiling of cattle sperm and somatic tissues reveals striking hypomethylated patterns in sperm. GigaScience. 7:giy039.2963529210.1093/gigascience/giy039PMC5928411

[42] Bird A . 2007. Perceptions of epigenetics. Nature. 447:396–398.1752267110.1038/nature05913

[43] Gross N , TaylorT, CrenshawT, KhatibH. 2020. The intergenerational impacts of paternal diet on DNA methylation and offspring phenotypes in sheep. Front Genet. 11:1–14.3325092510.3389/fgene.2020.597943PMC7674940

[44] Maamar MB , NilssonEE, SkinnerMK. 2021. Epigenetic transgenerational inheritance, gametogenesis and germline development. Biol Reprod. 105:570–592.3392902010.1093/biolre/ioab085PMC8444706

[45] Mukasa-Mugerwa E , EzazZ. 1992. Relationship of testicular growth and size to age, body weight and onset of puberty in Menz ram lambs. Theriogenology. 38:979–988.1672719610.1016/0093-691x(92)90172-n

[46] Georgiadis AP , et al. 2015. High quality RNA in semen and sperm: isolation, analysis and potential application in clinical testing. J Urol. 193:352–359.2508894910.1016/j.juro.2014.07.107PMC4382362

[47] Krueger F , AndrewsSR. 2011. Bismark: a flexible aligner and methylation caller for bisulfite-seq applications. Bioinformatics. 27: 1571–1572.2149365610.1093/bioinformatics/btr167PMC3102221

[48] Akalin A , et al. 2012. methylKit: a comprehensive R package for the analysis of genome-wide DNA methylation profiles. Genome Biol. 13, 1–9.10.1186/gb-2012-13-10-r87PMC349141523034086

[49] Karolchik D , et al. 2004. The UCSC table browser data retrieval tool. Nucleic Acids Res. 32:D493–D496.1468146510.1093/nar/gkh103PMC308837

[50] Wickham H . 2016. ggplot2: elegant graphics for data analysis. New York (NY): Springer-Verlag.

[51] Goodrich R , JohnsonG, KrawetzSA. 2007. The preparation of human spermatozoal RNA for clinical analysis. Arch Androl. 53:161–167.1761287510.1080/01485010701216526

[52] Bolger AM , LohseM, UsadelB. 2014. Genome analysis trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics. 30, 2114–2120.2469540410.1093/bioinformatics/btu170PMC4103590

[53] Dobin A , et al. 2013. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 29:15–21.2310488610.1093/bioinformatics/bts635PMC3530905

[54] Robinson MD , MccarthyDJ, SmythGK. 2010. edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 26:139–140.1991030810.1093/bioinformatics/btp616PMC2796818

[55] Xu W , et al. 2019. Integrative analysis of DNA methylation and gene expression identified cervical cancer-specific diagnostic biomarkers. Sig Transduct Target Ther. 4:1–11.10.1038/s41392-019-0081-6PMC690864731871774

[56] Hopkins DL , PonnampalamEN, WarnerRD. 2008. Predicting the composition of lamb carcases using alternative fat and muscle depth measures. Meat Sci. 78:400–405.2206245810.1016/j.meatsci.2007.07.002

[57] Abràmoff MD , MagalhãesPJ, RamSJ. 2005. Image processing with ImageJ Part II. Biophoton Int. 11:36–43.

[58] Bates D , MächlerM, BolkerBM, WalkerSC. 2015. Fitting linear mixed-effects models using lme4. J Stat Softw. 67. DOI: 10.18637/jss.v067.i01.

# Supplementary material for: Paternal diet induces transgenerational epigenetic inheritance of DNA methylation signatures and phenotypes in sheep model
**Source:** PNAS Nexus. 2022 Apr 14;1(2):pgac040. doi: 10.1093/pnasnexus/pgac040
**Supplement:** pgac040_Supplemental_Files

**Supplementary Information for**

Paternal diet induces transgenerational epigenetic inheritance of DNA methylation signatures and phenotypes in sheep model.

Camila U. Braz, Todd Taylor, Hadjer Namous, Jessica Townsend, Thomas Crenshaw, Hasan Khatib*

*Hasan Khatib.

**This PDF file includes:**

Figures S1 to S6

Tables S1 to S3

Legends for Datasets S1 to S2

SI References

**Other supplementary materials for this manuscript include the following:**

Datasets S1 to S2

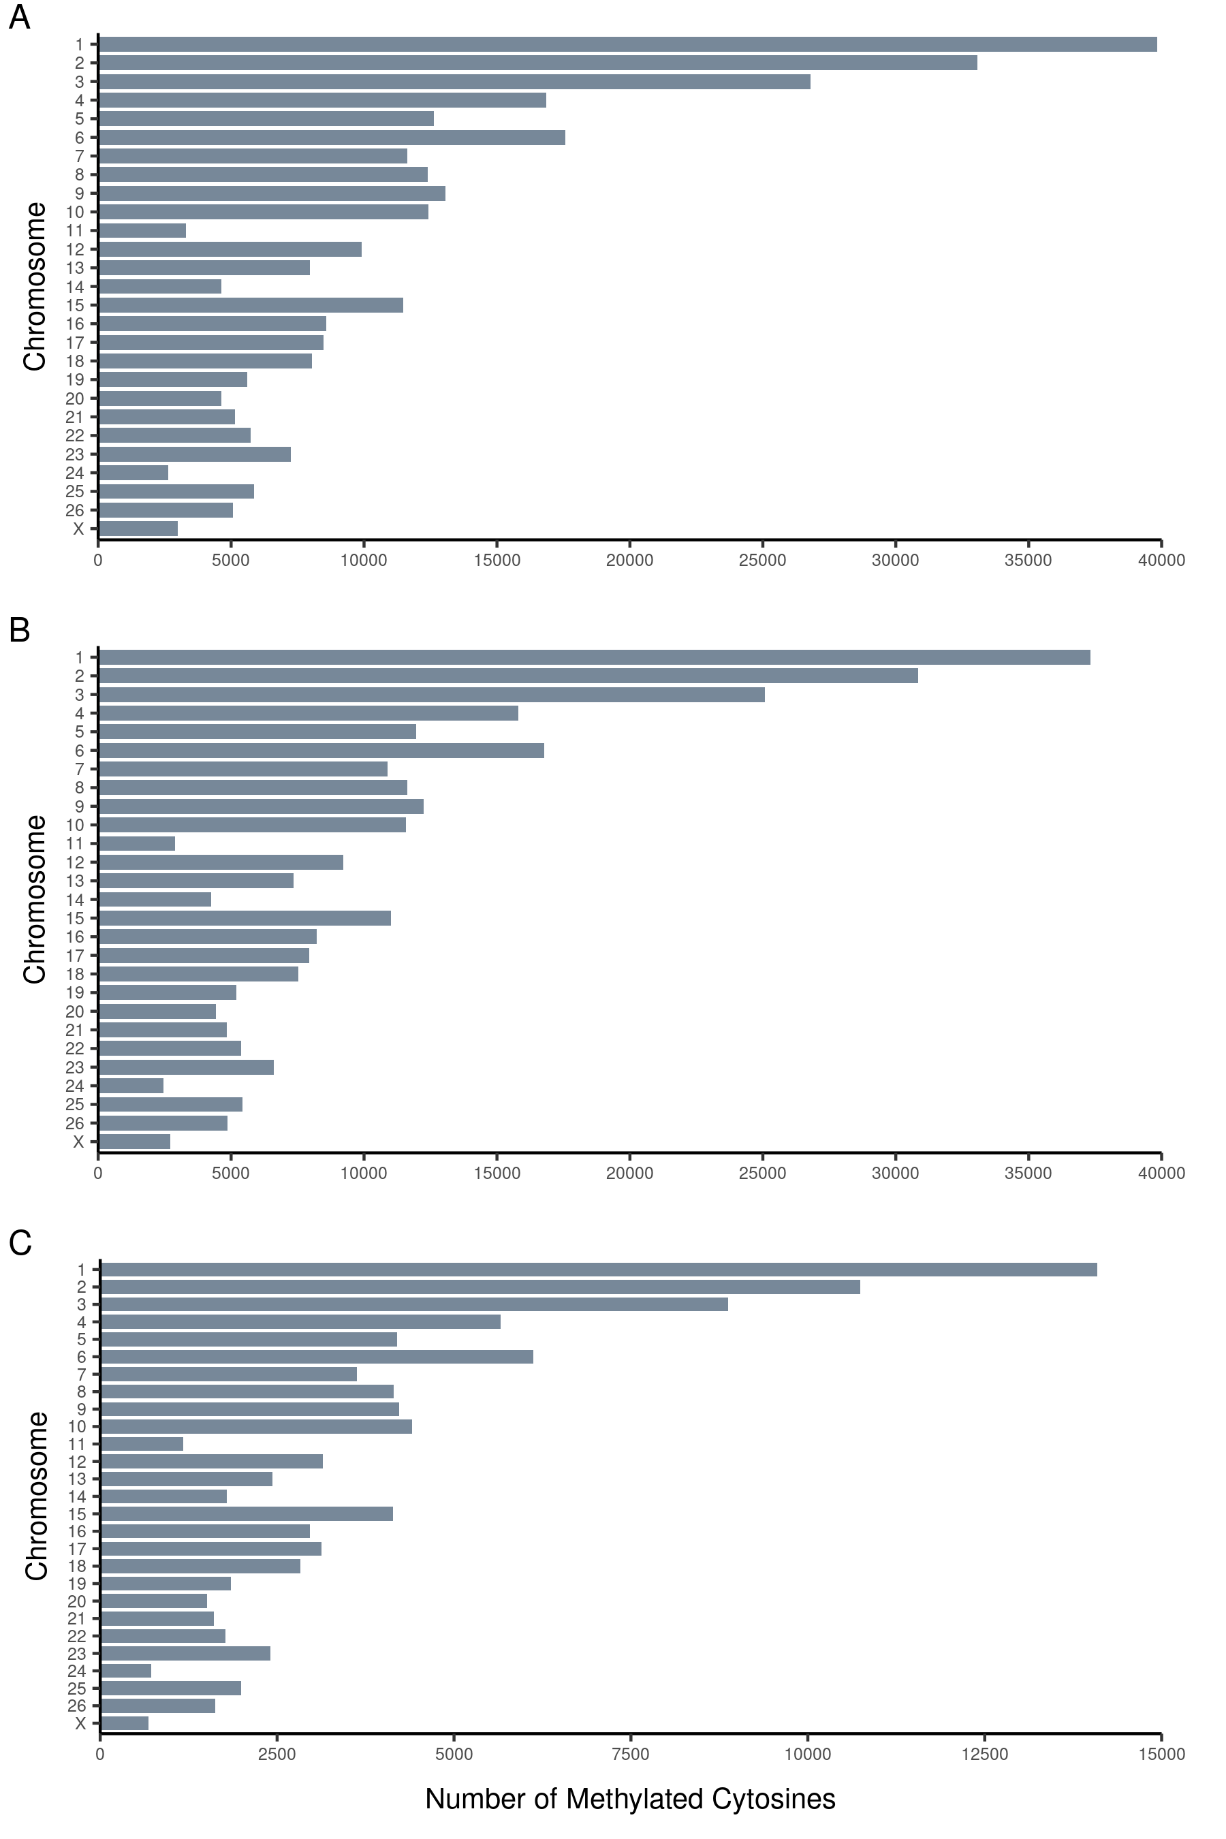

Fig. S1. Distribution of methylated cytosines in CG contexts detected in sperm across the sheep genome in the F0 (*A*), F1 (*B*), F2 (*C*) generations.

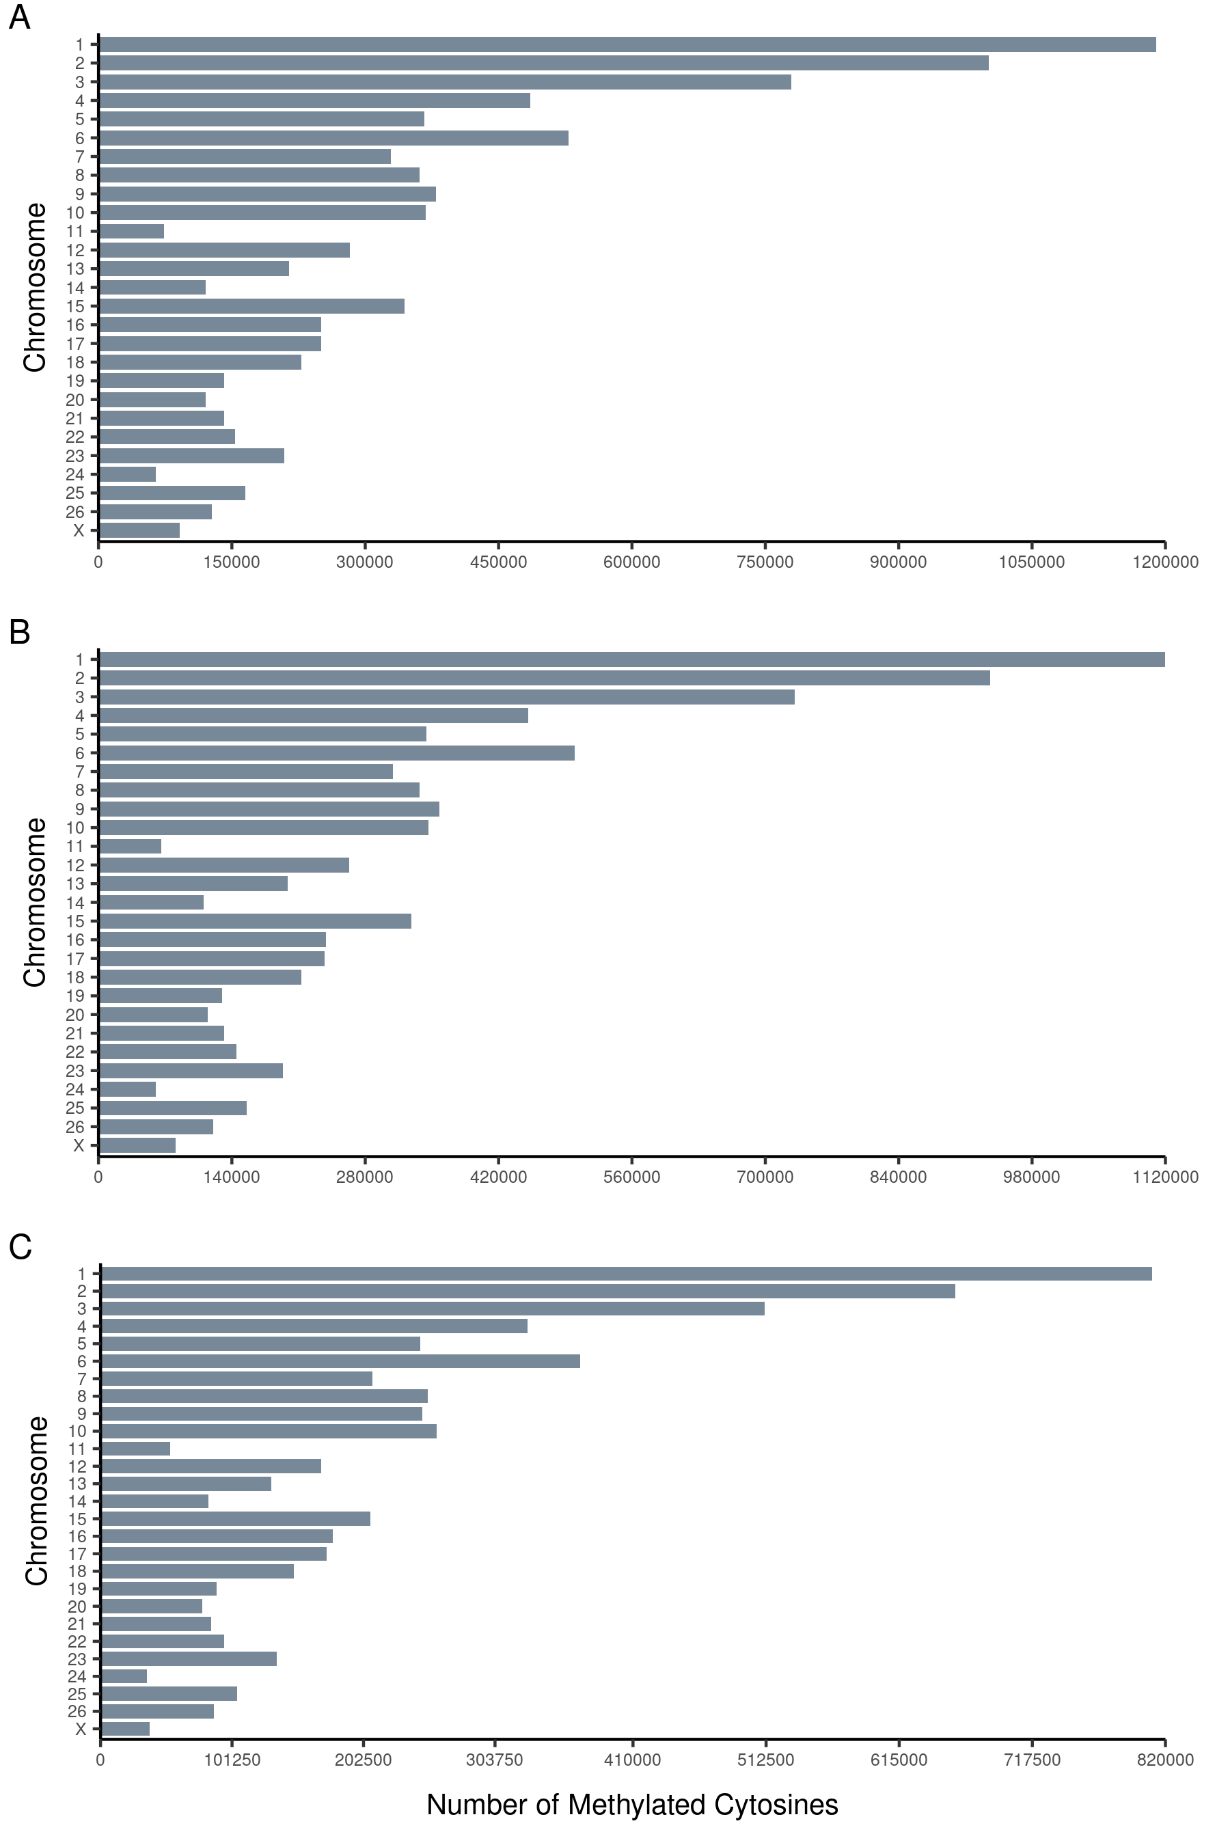

Fig. S2. Distribution of methylated cytosines in the CHH contexts detected in sperm across the sheep genome in the F0 (*A*), F1 (*B*), F2 (*C*) generations.

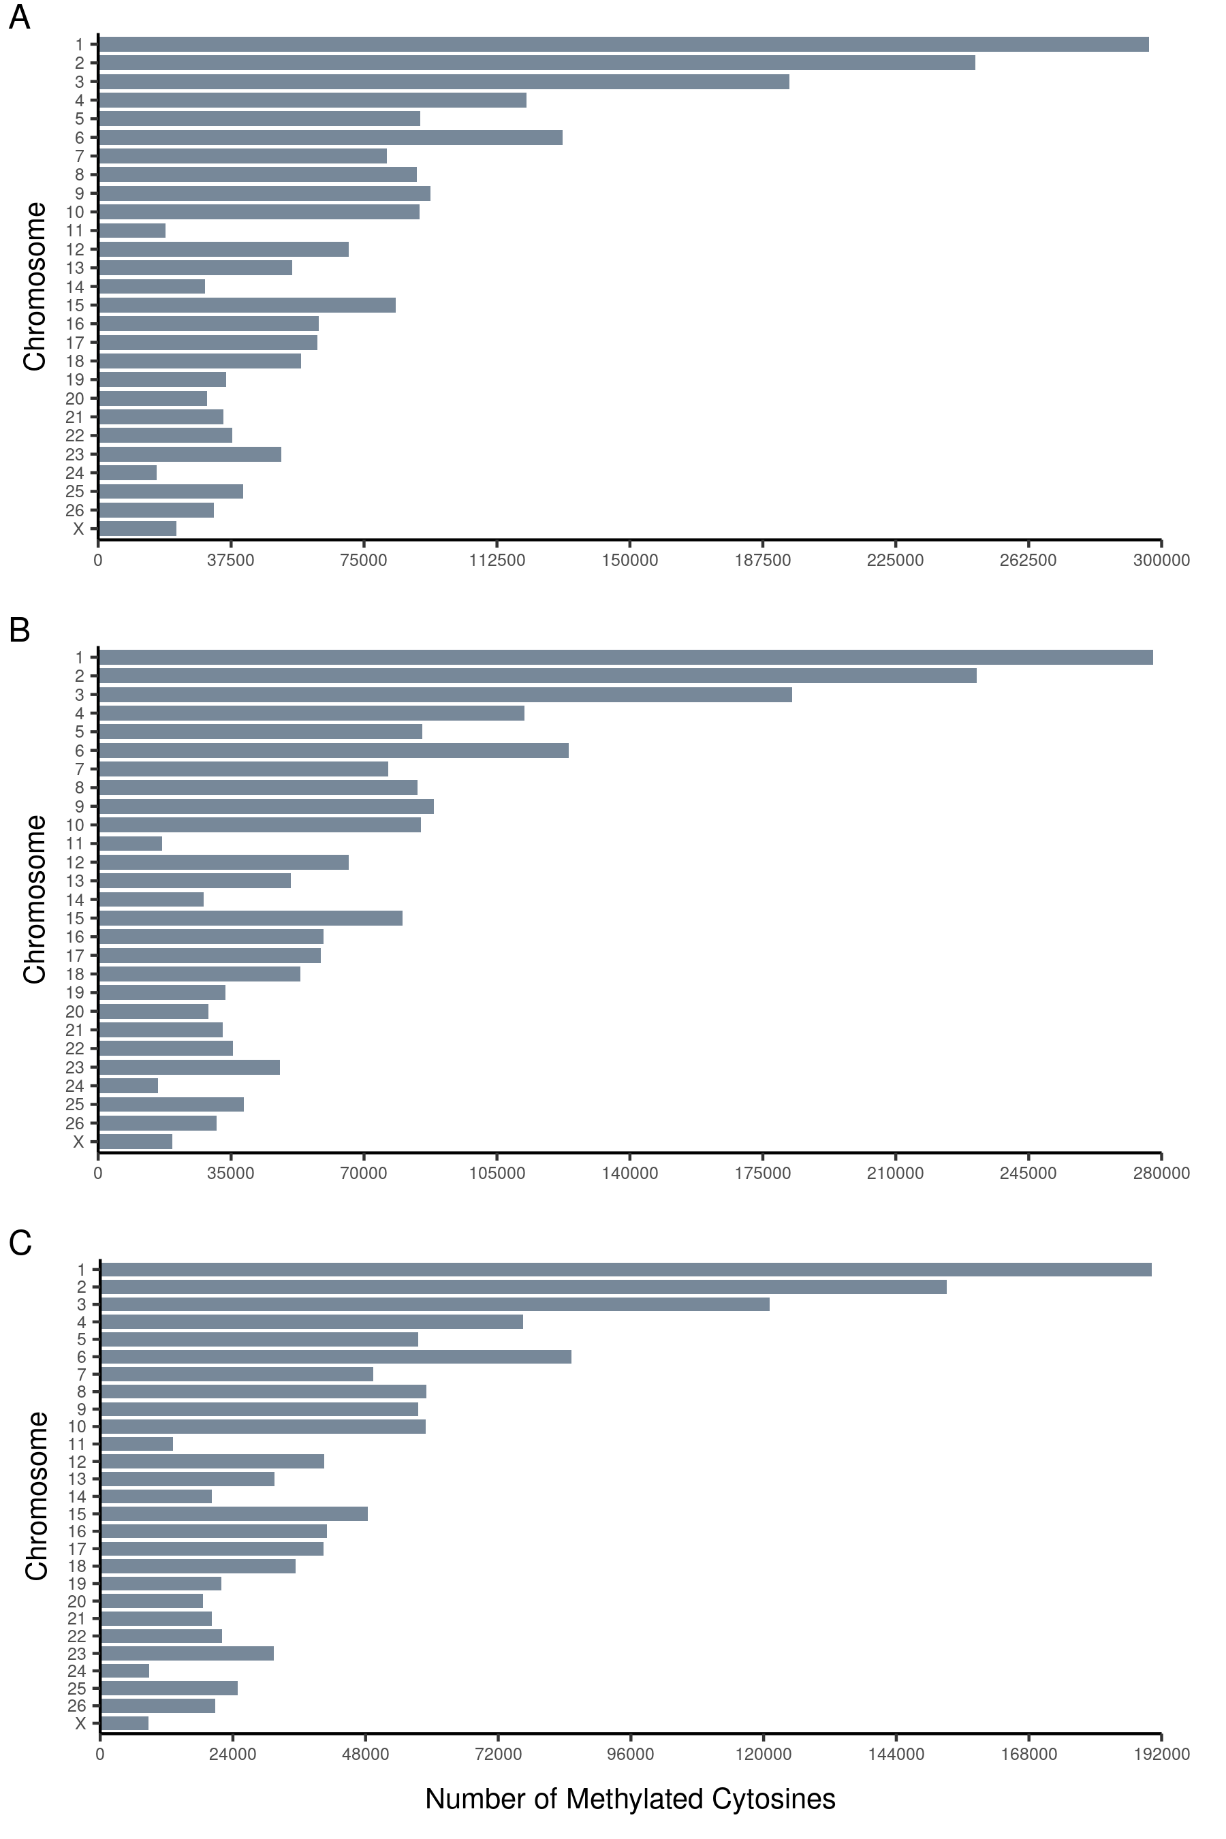

Fig. S3. Distribution of methylated cytosines in the CHG contexts detected in sperm across the sheep genome in the F0 (*A*), F1 (*B*), F2 (*C*) generations.

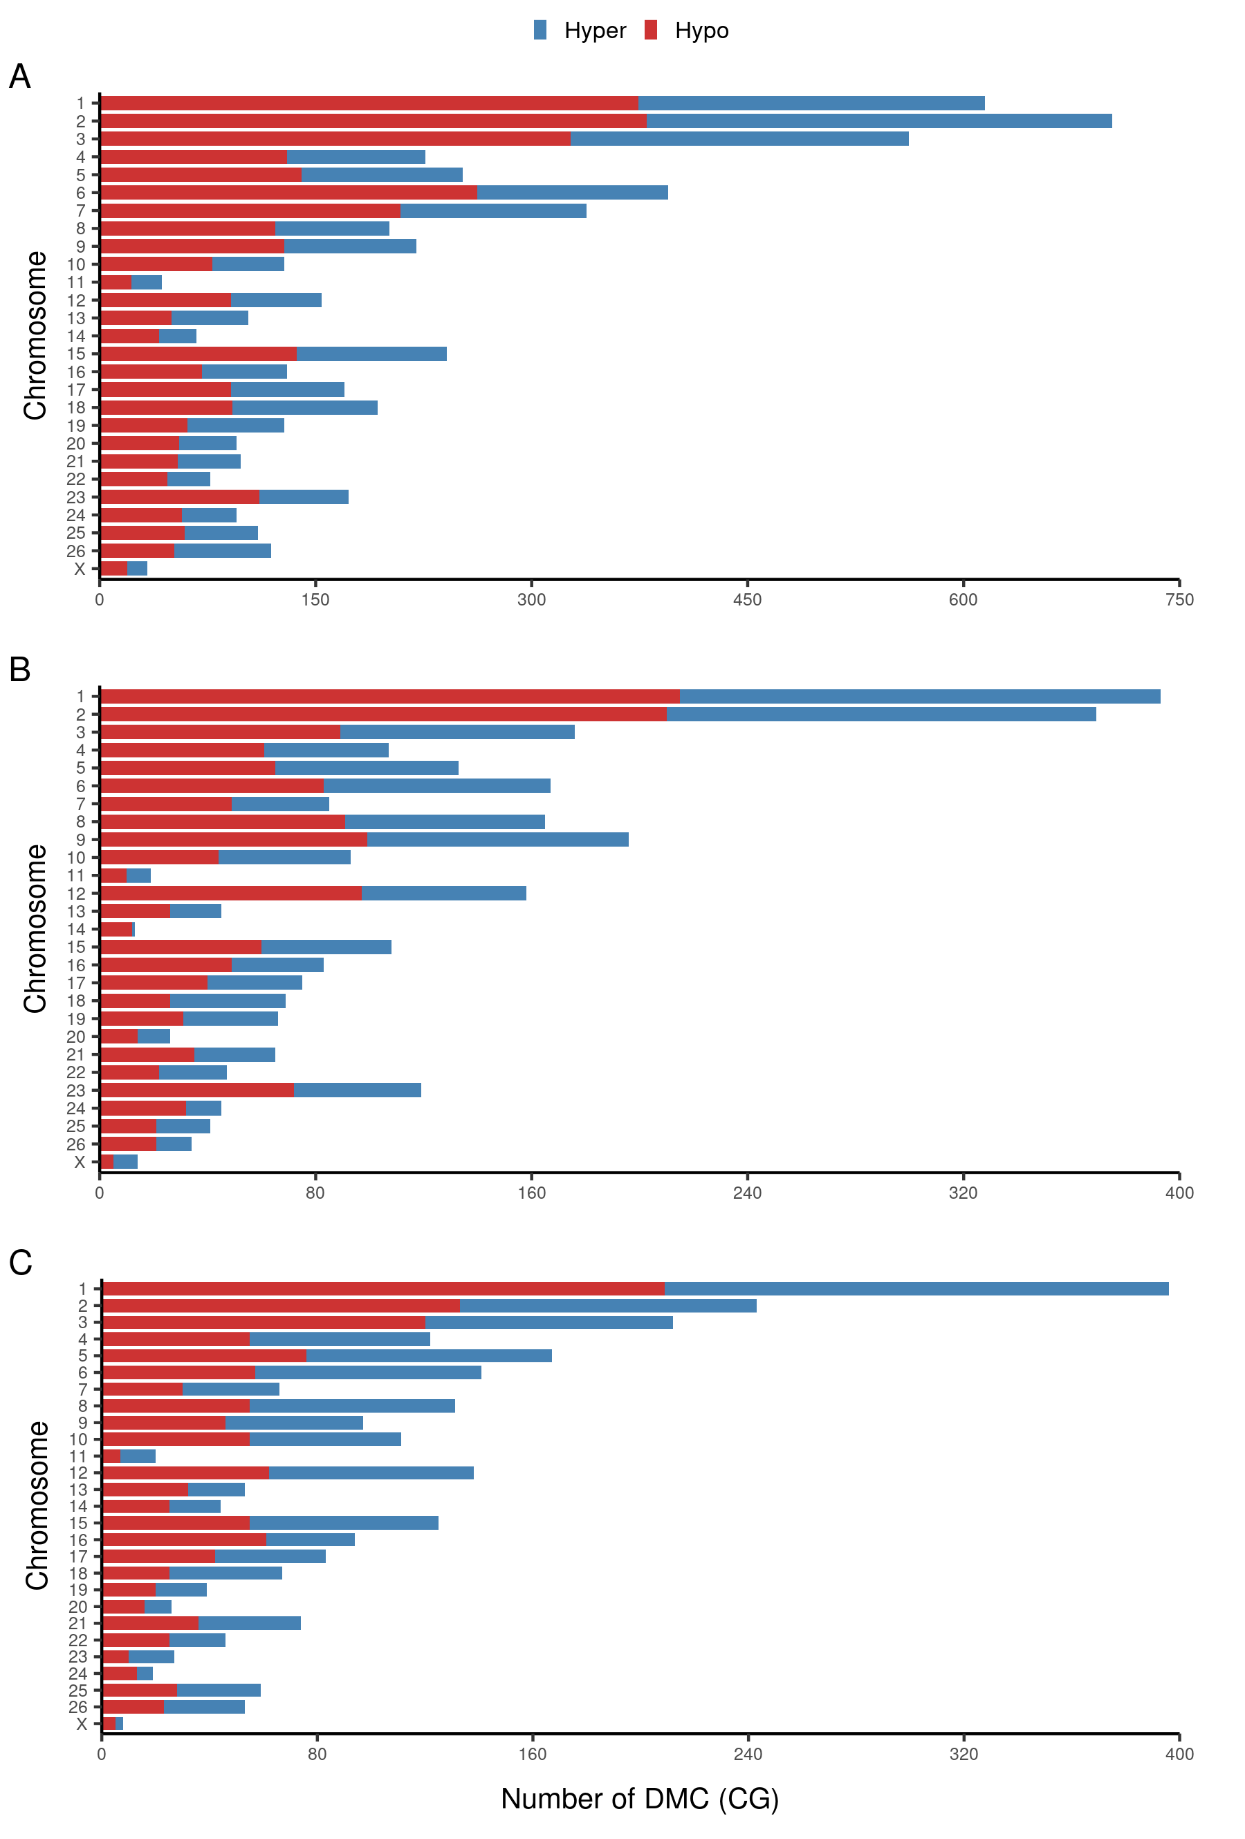

Fig. S4. Distribution of DMC (CG context) across the sheep genome in sperm of the F0 (*A*), F1 (*B*), F2 (*C*) generations, where red indicates hypomethylated and blue indicates hypermethylated in the treatment sheep compared to control.

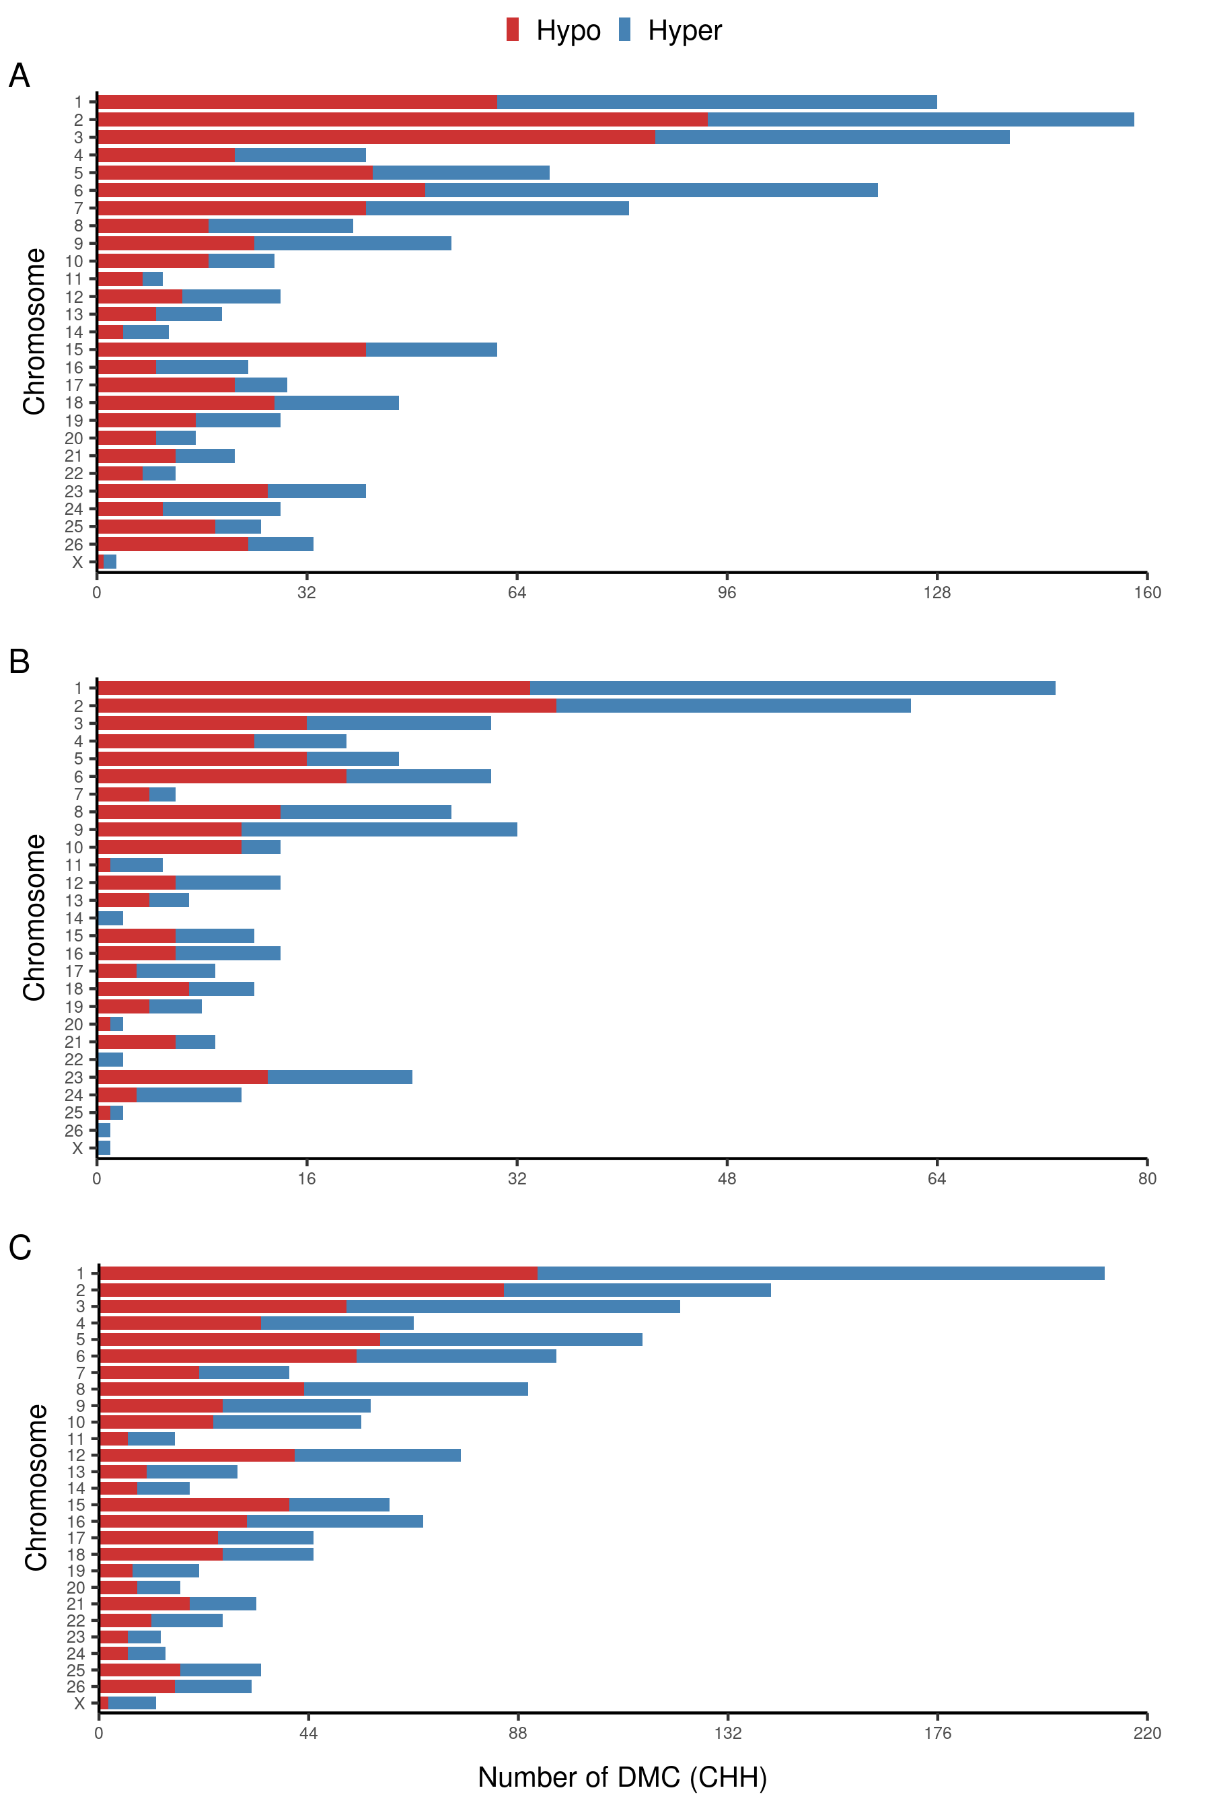

Fig. S5. Distribution of DMC (CHH context) across the sheep genome in sperm of the F0 (*A*), F1 (*B*), F2 (*C*) generations, where red indicates hypomethylated and blue indicates hypermethylated in the treatment sheep compared to control.

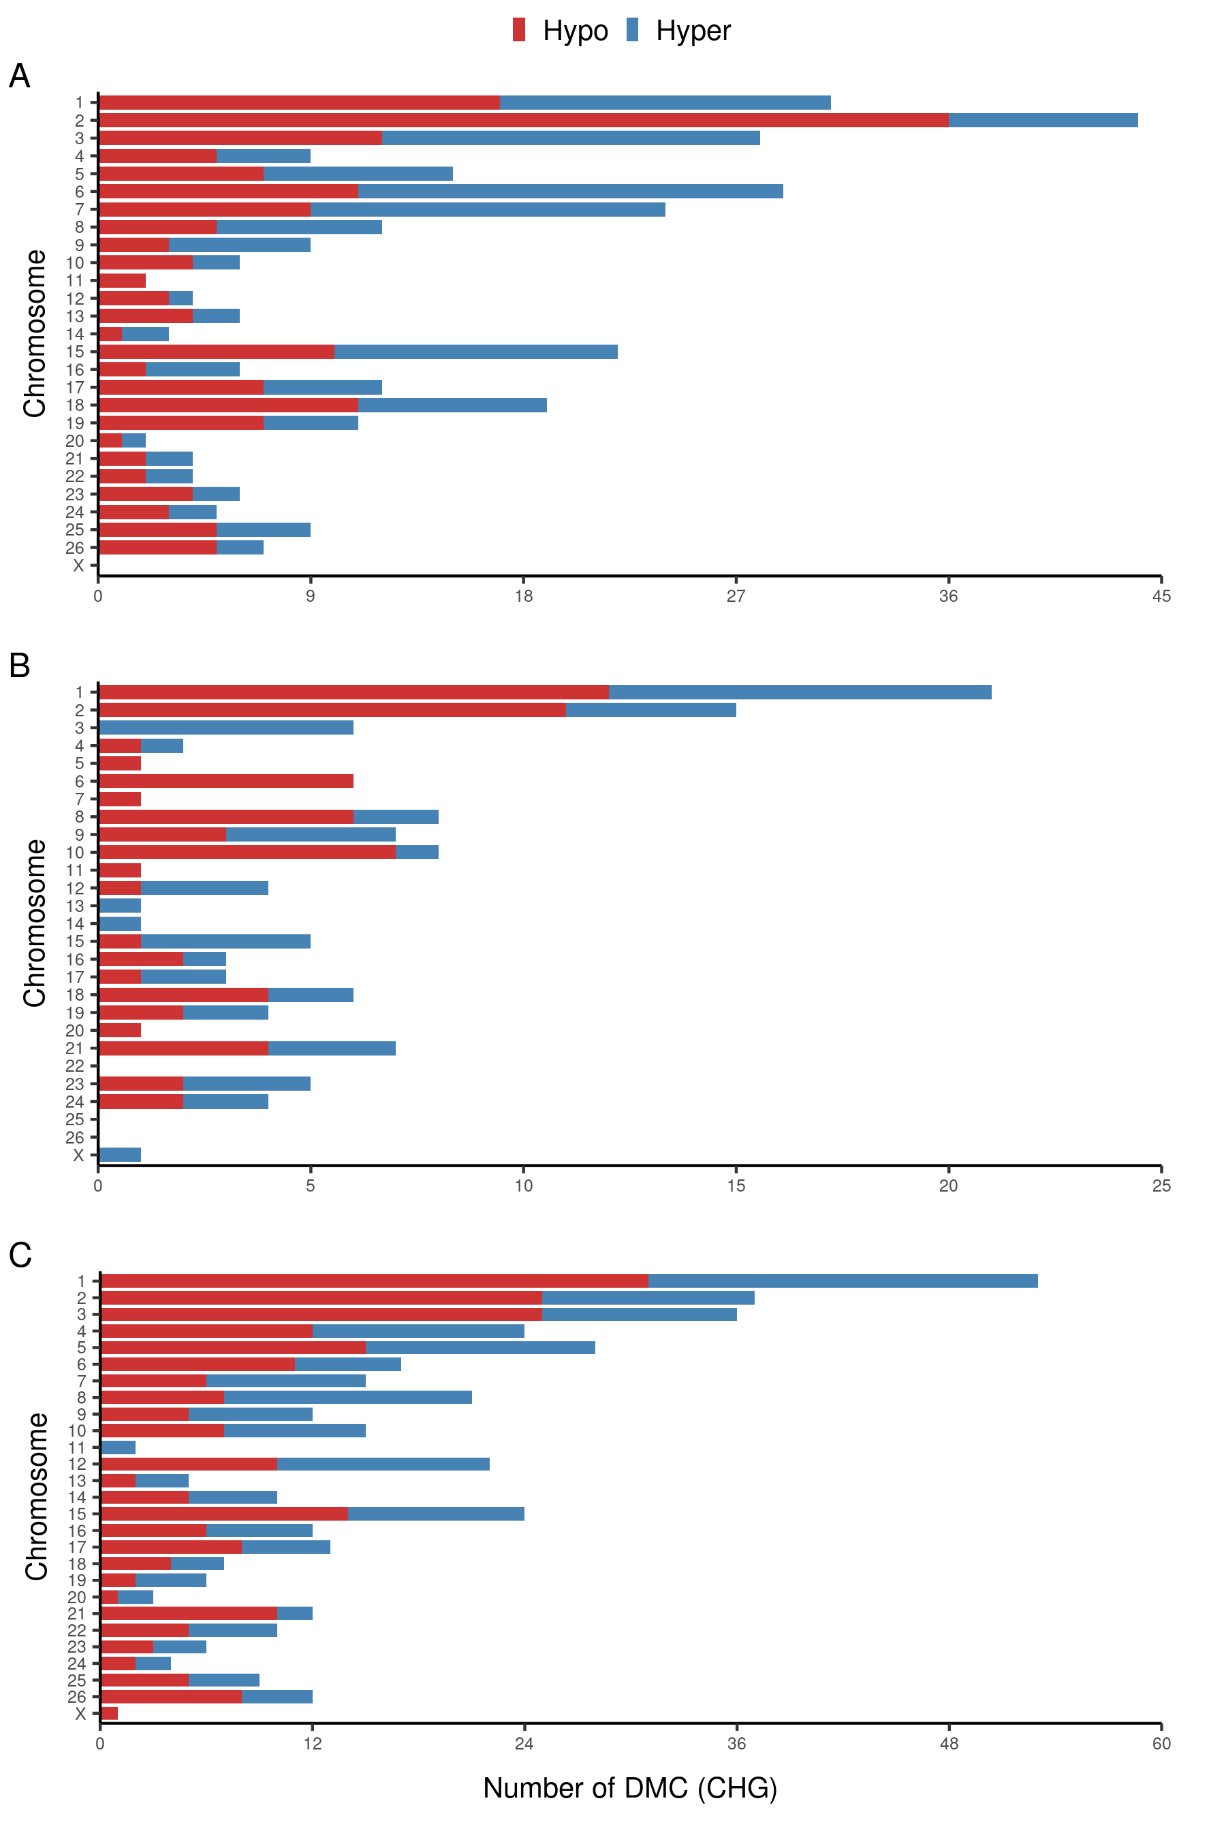

Fig. S6. Distribution of DMC (CHG context) across the sheep genome in sperm of the F0 (*A*), F1 (*B*), F2 (*C*) generations, where red indicates hypomethylated and blue indicates hypermethylated in the treatment sheep compared to control.

Table S1. Distribution numbers of differentially methylated cytosines (DMCs) for different genomic locations in CG, CHH, and CHH contexts in sperm across three generations of sheep.

| Annotation | F0 | | | F1 | | | F2 | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | CG | CHH | CHG | CG | CHH | CHG | CG | CHH | CHG |
| *Genome regions* | | | | | | | | | |
| Promoter | 235 | 40 | 14 | 120 | 13 | 7 | 131 | 72 | 26 |
| 3’UTR | 10 | 1 | 1 | 9 | - | - | 2 | 5 | 1 |
| 5’UTR | 4 | - | 1 | 2 | 1 | - | 2 | 2 | - |
| Upstream | 1 | - | - | 1 | - | 1 | 1 | - | 1 |
| Downstream | 4 | - | - | 2 | - | - | 1 | 1 | - |
| Exon | 15 | 1 | 3 | 13 | 1 | - | 7 | 7 | 3 |
| Intron | 1860 | 422 | 113 | 961 | 149 | 42 | 777 | 461 | 129 |
| CDS | 3 | - | 1 | 3 | - | - | 3 | - | 2 |
| Intergenic | 3667 | 842 | 209 | 1871 | 295 | 76 | 1806 | 1048 | 267 |
| *Transposable and Repetitive Elements* | | | | | | | | | |
| LINE | 3813 | 867 | 205 | 1959 | 306 | 82 | 1457 | 830 | 229 |
| SINE | 147 | 20 | 14 | 61 | 1 | 2 | 17 | 15 | 3 |
| LTR | 24 | 4 | 1 | 12 | - | 1 | 13 | 4 | 3 |
| Simple repeat | 30 | 12 | 5 | 18 | 8 | 2 | 33 | 16 | 6 |
| Low complexity | 24 | 3 | 4 | 10 | 4 | 2 | 23 | 12 | 5 |
| DNA | 20 | 5 | 2 | 13 | 1 | - | 18 | 13 | 5 |
| Total | 5669 | 1288 | 329 | 2911 | 451 | 121 | 2661 | 1553 | 416 |

UTR, untranslated region; CDS, coding sequence; LINE, long interspersed nuclear element; SINE, short interspersed nuclear element; LTR, long terminal repeat. Promoter, 10 kb up upstream of transcription start sites of genes; Upstream and downstream, 200 bp sequence from genes start and end positions, respectively. H is A, C, or T nucleobase.

Table S2. Biological functions of genes with transgenerationally inherited differentially methylated cytosines in sperm.

| Gene Name | Genome Location | Phenotype | Source |
| --- | --- | --- | --- |
| *Male reproduction traits* | | | |
| *DIRAS3* | Chr1:45,907,717-45,910,141 | Abnormal human sperm | (1) |
| *CTNNA3* | Chr25: 22,896,302-25,143,518 | Fertility in male swine | (2) |
| *LRRIQ3* | Chr1:53,964,907-54,160,804 | Delayed puberty in human and mouse | (3) |
| *DLG2* | Chr21:10,897,315-12,643,369 | Male puberty in mouse | (4) |
| *LPAR1* | Chr2:12,720,449-12,885,042 | Total motility and sperm membrane integrity in bovine | (5) |
| *AXDND1* | Chr12: 65,003,699-65,079,785 | Mobility of the sperm flagellum in human | (6) |
| *YBX3* | Chr3:219,162,604-219,188,095 | Defects in spermatid differentiation and male infertility in mouse | (7) |
| *THOC1* | Chr23:39,957,839-39,994,273 | Testes development in mouse | (8) |
| *GK2* | Chr6:104,142,971-104,144,635 | Spermatogenesis in mouse | (9) |
| *CATSPER3* | Chr5:48,469,580-48,504,199 | Sperm motility in mouse | (10) |
| *ZBTB20* | Chr1:196,621,742-197,129,028 | Cryptorchidism in human | (11) |
| *STK32B* | Chr6:114,061,993-114,448,338 | Sperm concentration in bovine | (12) |
| *Growth traits* | | | |
| *DIRAS3* | Chr1:45,907,717-45,910,141 | Stature in mouse | (13) |
| *CTNNA3* | Chr25: 22,896,302-25,143,518 | Body weight, body height, body length and chest circumference in sheep | (14) |
| *CAP2* | Chr20: 43,179,659-43,327,374 | Body height in sheep | (14) |
| *COL19A1* | Chr9:3,974,073-4,214,739 | Muscle development in sheep | (15) |
| *LRRIQ3* | Chr1:53,964,907-54,160,804 | Muscle development in swine | (16) |
| *CDH12* | Chr16:55,688,082-56,027,551 | Growth traits in chicken | (17) |
| *STYK1* | Chr3:219200941-219253714 | Growth in chicken | (18) |

Table S3. Description of transgenerationally inherited differentially methylated cytosines (DMC) correlated with gene expression values in sperm.

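Table S3 pairs a cytosine of Dataset S2 with a gene that it lies in or near, upstream or downstream, and gives for each pair the correlation over F2 rams between the level of the cytosine and the expression of the gene. Some cytosines serve more than 1 gene. The CG at 219196131 of chromosome 3 is paired with YBX3 and STYK1, and its level in F2 was 39.4% ± 25.5 (SD, n = 10) in the treatment group and 67.9% ± 28.2 (SD, n = 10) in the control group (permutation test, p = 0.0303). Expression of YBX3 was 43.1 CPM ± 37.5 in the 2 rams at 0%, 119.2 CPM ± 96.4 in 13 rams between 23.5 and 61.3% and 226.6 CPM ± 194.1 in 5 rams between 84.6 and 100%. IL1RAP, in whose intron the CG at 215089867 of chromosome 1 lies, had 18.4 CPM ± 21.5 in 4 rams at or under 3.85%, 63.2 CPM ± 42.0 in 9 rams between 31.6 and 62.5% and 113.7 CPM ± 141.5 in 7 rams of at least 91.3%. The spread between rams of a cluster was close to or above the cluster's mean in most of these groups.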

| DMC | C context | Gene | Location | TE | Correlation | P-value |
| --- | --- | --- | --- | --- | --- | --- |
| 21:11,300,458 | CG | *LOC114110160* | Intron 3 | LINE-1 | 0.572 | 0.008 |
| 4:120,492,576 | CG | *CNTNAP2* | Intron 11 | LINE-1 | -0.453 | 0.045 |
| 2:12,811,216 | CG | *LPAR1* | Intron 1 | LINE-1 | 0.451 | 0.046 |
| 1:214,964,564 | CG | *LOC105602588* | Intron 1 | LINE-1 | 0.436 | 0.055 |
| 12:65,042,297 | CG | *AXDND1* | Intron 17 | - | 0.432 | 0.057 |
| 3:219,196,131 | CG | *YBX3* | Downstream | RTE-BovB | 0.430 | 0.058 |
| 3:219,196,131 | CG | *STYK1* | Upstream | RTE-BovB | 0.414 | 0.070 |
| 1:215,089,867 | CG | *IL1RAP* | Intron 2 | LINE-1 | 0.390 | 0.089 |
| 23:39,971,357 | CG | *THOC1* | Intron 9 | - | 0.381 | 0.097 |
| 3:219,740,146 | CHH | *LOC105613000 (CD94-like)* | Promoter | - | 0.515 | 0.020 |
| 3:219,740,146 | CHH | *LOC101116641 (**CD94-like)* | Promoter | - | 0.449 | 0.047 |
| 5:48,477,588 | CHH | *PCBD2* | Downstream | LINE-1 | 0.402 | 0.079 |

Promoter, 10 kb up upstream of transcription start sites of genes; Upstream and downstream, 200 bp sequence from genes start and end positions, respectively; TE, transposable element; LINE, long interspersed nuclear element; RTE, retrotransposable element; Correlation, Pearson’s correlation between the methylation levels of DMCs and the normalized expression values of the genes. H is A, C, or T nucleobase.

Dataset S1 (separate file). Results of differentially methylated cytosine (DMC) analysis. List of all DMCs identified in sperm of F0 methionine-supplemented diet animals compared to F0 control, and their subsequent generations (F1 and F2) in CG, CHH, and CHG contexts.

Dataset S2 (separate file). Transgenerational epigenetic inherited (TEI) differentially methylated cytosines (DMC). List of the TEI DMC detected overlapping the F0, F1, and F2 generations in CG, CHH, and CHG.

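Dataset S2 gives the methylation difference of each cytosine in each generation, made by the authors from the same read counts. The differences from the reads summed over each group matched the listed ones to within 4.9e-05 points at every cytosine and generation.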

**SI References**

1. S. Houshdaran, *et al.*, Widespread epigenetic abnormalities suggest a broad DNA methylation erasure defect in abnormal human sperm. *PLoS ONE* **2** (2007).

2. M. Alvarez-Rodriguez, *et al.*, The Transcriptome of Pig Spermatozoa, and Its Role in Fertility. *International Journal of Molecular Sciences* **21**, 1572 (2020).

3. S. R. Howard, *et al.*, IGSF10 mutations dysregulate gonadotropin-releasing hormone neuronal migration resulting in delayed puberty. *EMBO molecular medicine* **8**, 626–642 (2016).

4. Y. H. Jee, *et al.*, DLG2 variants in patients with pubertal disorders. *Genetics in Medicine* **22**, 1329–1337 (2020).

5. P. Brym, S. Kamiński, Microarray analysis of differential gene expression profiles in blood cells of naturally BLV-infected and uninfected Holstein–Friesian cows. *Molecular Biology Reports* **44**, 109–127 (2017).

6. Y. Vandenbrouck, *et al.*, Looking for Missing Proteins in the Proteome of Human Spermatozoa: An Update. *Journal of Proteome Research* **15**, 3998–4019 (2016).

7. E. Snyder, *et al.*, Compound Heterozygosity for Y Box Proteins Causes Sterility Due to Loss of Translational Repression. *PLoS Genetics* **11**, 1005690 (2015).

8. X. Wang, *et al.*, Thoc1 Deficiency Compromises Gene Expression Necessary for Normal Testis Development in the Mouse. *Molecular and Cellular Biology* **29**, 2794 (2009).

9. Y. Chen, *et al.*, Glycerol kinase-like proteins cooperate with Pld6 in regulating sperm mitochondrial sheath formation and male fertility. *Cell Discovery* **3**, 1–18 (2017).

10. J. Jin, *et al.*, Catsper3 and Catsper4 Are Essential for Sperm Hyperactivated Motility and Male Fertility in the Mouse. *Biology of Reproduction* **77**, 37–44 (2007).

11. S. Joseph, S. D. Mahale, Male Infertility Knowledgebase: decoding the genetic and disease landscape. *Database* **2021**, 1–14 (2021).

12. T. Suchocki, J. Szyda, Genome-wide association study for semen production traits in Holstein-Friesian bulls. *Journal of dairy science* **98**, 5774–5780 (2015).

13. Y. Yu, *et al.*, Biochemistry and Biology of ARHI (DIRAS3), an Imprinted Tumor Suppressor Gene Whose Expression Is Lost in Ovarian and Breast Cancers. *Methods in Enzymology* **407**, 455–468 (2006).

14. Z. L, *et al.*, Expression of ovine CTNNA3 and CAP2 genes and their association with growth traits. *Gene* **807** (2022).

15. R. J. Kinsella, *et al.*, Ensembl BioMarts: a hub for data retrieval across taxonomic space. *Database* **2011** (2011).

16. L. Zhang, *et al.*, Genomic variants associated with the number and diameter of muscle fibers in pigs as revealed by a genome-wide association study. *Animal* **14**, 475–481 (2020).

17. H. Zhang, *et al.*, Identification of genome-wide SNP-SNP interactions associated with important traits in chicken. *BMC genomics* **18** (2017).

18. F. Chen, *et al.*, Transcriptome Analysis of Differentially Expressed Genes Related to the Growth and Development of the Jinghai Yellow Chicken. *Genes* **10**, 539 (2019).

How the deposited data were processed for this re-analysis (not part of the article)

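The study measured DNA methylation in sperm by whole-genome bisulfite sequencing of 10 F0 rams, 10 F1 pools and 20 F2 rams, and gene expression by RNA sequencing of the same 20 F2 rams. The diet of the F0 sire, methionine-supplemented or control, is the condition in each generation. The paper's methods state an addition of 0.22% (1.5 g) of rumen-protected methionine from weaning to puberty for the treated F0 rams alone. The methods name no period for this amount, and the discussion gives 3 g a day.

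The authors trimmed the bisulfite reads with TrimGalore, aligned them to Oar_rambouillet_v1.0 with Bismark, removed duplicates and extracted methylation calls, and used methylKit for read counts. For each generation and context the files hold, without normalization, the reads covering each cytosine and the methylated reads among them. Each listed cytosine had at least 10 reads in every sample of its generation, no position was listed more than once per strand, and no sample had more methylated reads than reads. The columns of unmethylated reads, 120 in number, equal the difference of the others and were not used. For RNA, the authors trimmed reads with Trimmomatic, aligned them with STAR and counted them per gene, and the file holds raw counts.

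DMCs were called within each generation and context. The difference was that of the methylated share of the reads summed over each group, and the test was the likelihood-ratio test of a logistic regression on the summed reads, as methylKit runs it by default, computed with SciPy. Adjustment was by Benjamini-Hochberg over all listed cytosines of the context, whereas methylKit's default is the SLIM method. A DMC had a difference of at least 20 points and an adjusted p of at most 0.01. On simulated data with rams alike within a group, this test recovered 195 of 200 cytosines shifted by 40 points (97.5%) among 50000, with 2 false calls. With levels of the files shuffled between rams and reads redrawn from them, it recovered 195 with 2145 false calls. Redrawing adds counting noise to that already in the levels. With the rams of the files shuffled between the groups at each cytosine, 1607 of 50000 cytosines (3.21%) passed. The threshold of 0.01 thus does not hold for differences between rams. This shuffling, like that behind the 2145 false calls, ignores the pairs of consecutive F0 numbers. Splits that part all these pairs gave a median of 5754 F0 CG DMCs, against 9113 over splits of any kind. The 3.21% may therefore be too high for paired rams. In the simulations with 200 shifted cytosines limma recovered 116 (58%) and 36 (18%), with 0 and 1 false calls. The read-count test with an overdispersion term recovered 0, so that a count of 0 from it says nothing.

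Levels of single cytosines and of whole samples are means over rams or pools with the SD. Groups were compared by two-sided permutation tests, exact for 5 against 5, with 100000 resamples for 10 against 10. Shared DMCs were counted by position and strand, with exact Clopper-Pearson intervals at 95% for shares, and the number expected from an independent spread over the cytosines listed in each of the generations. Intervals cover counting error only, and deduplicated reads of one library are not independent animals. Coverage sets the precision of a level: at 10 reads a level moves in steps of 10 points.

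Expression was normalized with TMM. Diets were compared with edgeR's quasi-likelihood test on genes with at least 15 counts in more than 10 rams, at a Benjamini-Hochberg threshold of 0.05. On simulated counts with the dispersion of the file, the test recovered 141 of 200 genes changed 4-fold (70.5%) with 5 false calls. Correlations of methylation and expression used Pearson's r and Spearman's rho with two-sided permutation tests of 100000 resamples and adjustment over the 41 pairs. Rams were parted into clusters wherever sorted levels left a gap of more than 20 points, and clusters under 10 rams were tested exactly. Clusters of fewer than 6 rams were not tested, nor those with most rams tied at one level, the latter a rule set after the values were seen, as were the chance shares given for F0 CG cytosines without overlap between groups.

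The named cytosines are the pairs of Table S3, the cytosines of Dataset S2 that change direction, the cytosine in the DIRAS3 promoter, the 3 with the largest and the 3 with the smallest value of the smallest difference over the generations, and outside Dataset S2 the 2 F0 CG cytosines per direction with the largest difference among those without overlap between groups. The named genes are those of Tables S2 and S3. Values in Dataset S2 and in the paper's tables had been seen when this rule was set. This rule, the tests and the main settings were chosen before the data were examined, apart from the parting of rams into clusters and the tests and alternatives that the closing section names as chosen afterwards.

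The paper states that treated and control F0 rams were twins and does not name the pairs in its text. Consecutive F0 numbers were taken as a possible pairing (3 and 4, 5 and 6, 9 and 10, 11 and 12, 23 and 24) and checked on the CG levels less the mean of each group. The correlations of these pairs were 0.230 to 0.350 in F0 and 0.106 to 0.144 in F1, and of the 120 possible pairings of treated with control rams 1 had a mean as high in each, this one. In F2 the lowest correlation was -0.307 and 69 of 120 pairings were as high for methylation, and 38 of 120 for expression. The main comparisons are unpaired, as in the paper. The read-count test, limma and edgeR were also run with the pair as a replicate block.

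Alternatives tried were other thresholds for the difference (15 and 25 points) and for the false discovery rate, a minimum of 20 reads, group medians, autosomes alone, limma in several settings, a replicate block, means or sums over the rams of a sire, each replicate left out in turn, other normalizations, filters and tools for expression, and other measures of correlation. The number of DMCs and shared DMCs was also counted for other splits of the sire families into 5 and 5. Genomic locations and repeats of DMCs outside Dataset S2 and phenotypes were not analysed here. Limma was not fitted with each replicate left out, nor on all CHH and CHG cytosines.

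Software was Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1.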

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

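The tests in this part were chosen only after the result was seen: families at cytosines that change direction, the share of extreme levels, bisulfite conversion, and the composition and size of the RNA libraries. A sample was singled out when its gap to the nearest other sample was large against the range of its group, by Dixon's critical value at 95%. Chance marks about 1 in 20 groups in this way. Here 3 of 38 groups of whole samples (7.89%), 22 of 156 groups at named cytosines (14.1%) and 6 of 24 groups for genes (25%) held such a sample.

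F2 control ramF2_366 had a mean CHH level of 0.547%, with the other control rams between 0.504 and 0.523%, and a mean CHG level of 0.566%, with the others between 0.522 and 0.542%. Among all F2 rams it is not the highest, as methionine ramF2_372 had 0.549% and 0.568%. Incomplete bisulfite conversion may raise both together, and over the F2 rams CHH and CHG levels rose together with r = 0.992 (permutation test, p = 1e-05, the smallest the resamples can give; rho = 0.962; 0.984 without the 2 farthest rams). A true difference in methylation outside CG would do the same, so the explanations cannot be told apart without a conversion control, which was not analysed here. F2 methionine ramF2_329 had a median coverage of 39 reads in the CHG context, with the others between 18 and 29. That is a difference in depth, and no biological explanation was tested for either ram.

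Single animals stood apart at named cytosines. At 214964564 of chromosome 1, F0 methionine ram 23 was at 87.2%, and at 215089867 of chromosome 1 the same ram was at 57.9%. At 45919820 of chromosome 1, F0 control ram 4 was at 97.8% and F1 control pool 10 at 100%. At 58053559 of chromosome 11, F0 control ram 12 was at 52.9% and F2 control ramF2_453 at 100%. At 18339124 of chromosome 12, F0 methionine ram 9 was at 80%. At 11300458 of chromosome 21, F0 control ram 12 was at 74.2%. At 20690279 of chromosome 23, F0 control ram 10 was at 45.5% and F2 control ramF2_468 at 100%. At 120492576 of chromosome 4, F1 control pool 10 was at 89.6%. At 118344505 of chromosome 6, F2 methionine ramF2_372 was at 100%, at 48426184 of chromosome 7 F2 control ramF2_409 was at 0%, and at 77732744 of chromosome 8 F0 methionine ram 3 was at 22.2%.

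In the CHH context, at 219740146 of chromosome 3, F0 methionine ram 9 was at 96%, F0 control ram 6 at 2.44% and F2 control ramF2_366 at 3.57%, the latter 2 with all others of their group at 0%, where a few reads set them apart. At 48477588 of chromosome 5, F2 methionine ramF2_372 was at 70.8%. At 114200299 of chromosome 6, F0 methionine ram 3 was at 93.8% and F0 control ram 4 at 64.3%.

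These levels may come from a sequence variant at the cytosine that segregates in the sire families, since a ram with 2, 1 or 0 copies of a methylated cytosine would read near 100, 50 or 0% and leave wide gaps between rams. Of the levels of F0 rams at the 107 cytosines, 52.5% were at or under 10% or at or over 85%. These cytosines were chosen for differences between groups of rams, which favours such levels, so the share does not decide. A mislabelled sample would move many cytosines of one animal, and the animals differ from cytosine to cytosine. Coverage alone would not give values near 50 and 100% rather than between. A variant and methylation that differs between animals on each chromosome copy cannot be told apart here, as no genotype was analysed.

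In sperm RNA of F2, methionine SpermRNA382T had 179.8 CPM of LOC114110160 (the other rams of its group 3.62 to 69.8), methionine SpermRNA500T had 4.41 CPM of LOC105602588 and control SpermRNA485C had 4.74 CPM of it, both at low counts. Methionine SpermRNA320T had 470.4 CPM of YBX3 (others 16.6 to 196.4), control SpermRNA468C had 66.3 CPM of STYK1 (others 8.52 to 39.2) and control SpermRNA350C had 413.5 CPM of IL1RAP (others 3.55 to 126.1). The share of late spermatid transcripts in a library could set such values. Of the 12 genes of Table S3, 6 went with the leading component of expression at a permutation p of at most 0.05, with a median size of r of 0.496, against 0.614 over all tested genes. As most genes follow that component, the test leaves the explanation open, and no biological explanation was tested for single rams.

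At 10 of the 107 cytosines the treatment group differed in one direction in F0 and F1 and in the opposite direction in F2. For 4 of them the change from F0 to F2 itself had an adjusted p of at most 0.05 over the 10, by permuting the diets within each generation. At 18171451 of chromosome 12 the difference was -32.8 points in F0 and 29.7 in F2, a change of 62.5 points (permutation test, adjusted p = 0.0125). At 18339124 of chromosome 12 it was 23.0 and -43.2, a change of -66.2 points (permutation test, adjusted p = 0.0032). At 57071291 of chromosome 5 it was -34.7 and 21.3, a change of 56.0 points (permutation test, adjusted p = 0.0354). At 48477588 of chromosome 5, in the CHH context, it was 18.9 and -32.3, a change of -51.2 points (permutation test, adjusted p = 0.0125). The cytosines were picked for opposite signs, which favours large changes. F2 rams of the same sire were counted as separate animals, so these p values may be too small. With the means of the rams of each sire, the adjusted p in F2 alone at 18339124 rose above 0.05. These means leave 5 sires against 5, where the smallest possible p is larger, so the rise alone does not show a weaker difference. A variant in the sire families is a candidate explanation, since the F2 rams carry alleles of their dams and F1 sires besides those of the F0 sire. Within diet groups the F0 ram and its F1 pool went together at these cytosines with a median r of 0.728 (permutation test, p = 1e-04, the smallest that 10000 permutations can give), and the F0 ram and its F2 rams with 0.285 (permutation test, p = 0.0523). A change of effect between generations as a biological event was not tested apart from this.

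The RNA from the semen samples held transcripts that the paper does not report on. Genes of squamous epithelium summed to a median of 40232.6 CPM over the F2 rams (263.3 to 75035.9) and genes of leukocytes to 10348.7 CPM (181.7 to 20613.7), beside 619.1 CPM for genes of late spermatids (48.2 to 14085.4). The lists hold 10 genes each, of which 9, 10 and 9 are in the table, none shared between lists, and no gene of them is in Table S3. Among the 10 genes with the highest mean are MUC21 (median 13078.1 CPM), EMP1 (8702.3), KRT78 (8021.8) and S100A9 (6049.4). EMP1, S100A8 and S100A9 are not specific to one cell type, and the lysis of somatic cells by the authors came before the RNA was extracted.

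RNA of squamous epithelial cells in the samples may account for part of the leading component. The late spermatid and squamous epithelium scores went against each other over the rams (r = -0.671, permutation test, p = 1e-05, the smallest the resamples can give; rho = -0.693; -0.694 without the 2 farthest rams), and the component went with them at r = 0.933 and r = -0.803 (permutation test, p = 1e-05 for each). CPM sums to a constant, which by itself favours opposite signs. The leukocyte score did not go with the component (r = -0.327, permutation test, p = 0.158; rho = -0.0872), which leaves leukocytes open. The component also went with the total counts of the libraries (r = -0.691, permutation test, p = 7.2e-04; rho = -0.812), so library size is a further candidate explanation that goes together with composition. The scores of squamous epithelium, leukocytes and late spermatids did not differ by diet (permutation test, p = 0.785, p = 0.921 and p = 0.968).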

How the results depend on the processing

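The alternatives added only after the data had been seen are the overdispersion term, the replicate block in the read-count test and in limma for F1 and F2, the mean difference in place of summed reads, sire families left out for the mean level, expression less its trend on the leading component, and each F2 ram left out of the correlations; the others were set beforehand. Counts are called kept when they lie within 1.5 times the reported count.

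The number with one direction among the 107 cytosines of Dataset S2 was kept in all 48 values, and was 97 with each sire family left out. Of the DMC counts, 121 of 213 values were kept, among them those with a threshold of 0.05 for the false discovery rate, on autosomes alone, with mean differences, with means over the rams of a sire, and with each replicate left out. With the pair of consecutive numbers as a replicate block, the read-count test gave 5620 (DMCs, F0 CG), 1353 (DMCs, F0 CHH), 345 (DMCs, F0 CHG), 2763 (DMCs, F1 CG), 438 (DMCs, F1 CHH), 109 (DMCs, F1 CHG), 2658 (DMCs, F2 CG), 1533 (DMCs, F2 CHH) and 412 (DMCs, F2 CHG).

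Tests that take the spread between animals into account gave 0 DMCs in each generation and context. This holds for limma on percent levels at a false discovery rate of 0.01 and 0.05, with 25 points, with adjustment over fitted cytosines only, on arcsine square roots, with limma-trend, with the replicate block, with all CG cytosines fitted, and on the means of the rams of each F2 sire. The smallest adjusted p over these was 0.0631, for F2 CG on sire means, and in F0 CG the values ranged from 0.0781 to 0.462. At an unadjusted p under 0.05 and 20 points limma on percent levels had 2272 CG, 502 CHH and 114 CHG cytosines in F0, 3278, 779 and 205 in F1 and 1403, 791 and 190 in F2. With the replicate block these numbers were 4008, 865 and 205 in F0, 4243, 1062 and 313 in F1, and 1664, 936 and 235 in F2. The read-count test with an overdispersion term also gave 0 throughout, but recovered 0 of 200 simulated differences. As limma called 0 DMCs, its shared counts are 0 by necessity and say nothing on sharing. In simulations of F0 CG (5 rams against 5, reads redrawn from the shuffled levels of the files), limma recovered 36 of 200 differences of up to 40 points (18%). Redrawing adds counting noise, so this share may be too low for shifts of that size. Shifts near the threshold of 20 points were not simulated. A loss of power is thus part of the result for F0 CG. The other generations and contexts were not simulated.

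With at least 20 reads in every sample, DMCs fell to 1444 CG, 469 CHH and 107 CHG in F0, 803, 202 and 46 in F1, and 52, 48 and 10 in F2. Fewer cytosines remain to be tested under this minimum, 72736, 67071 and 13449 in the CG context. With 25 points instead of 20, DMCs moved to 3606 CG in F0, 1768 CG in F1, and 1385 CG, 835 CHH and 212 CHG in F2.

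Cytosines with a mean difference of at least 20 points numbered 7524 CG, 2470 CHH and 641 CHG in F0, 4883, 1529 and 438 in F1, and 2485, 1547 and 394 in F2. At 15 points, at 25 points and with group medians instead of means, in this order, they were in F0 16350, 3495 and 15063 (cytosines with a mean difference of 20 points, F0 CG), 4707, 1252 and 4970 (cytosines with a mean difference of 20 points, F0 CHH), 1167, 315 and 1268 (cytosines with a mean difference of 20 points, F0 CHG). In F1 they were 12148, 1953 and 9974 (cytosines with a mean difference of 20 points, F1 CG), 3300, 621 and 2988 (cytosines with a mean difference of 20 points, F1 CHH), 906, 189 and 756 (cytosines with a mean difference of 20 points, F1 CHG). In F2 they were 4763, 1264 and 4768 (cytosines with a mean difference of 20 points, F2 CG), 3050, 756 and 3139 (cytosines with a mean difference of 20 points, F2 CHH), 763, 194 and 780 (cytosines with a mean difference of 20 points, F2 CHG); the cause was not tested.

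At 15 points, F1 and F2 shared 488 CG, 108 CHH and 27 CHG DMCs, F0 and F2 shared 688 (DMCs shared by F0 and F2, CG), 173 and 43, and all generations shared 204, 34 and 12, with one direction at 176, 32 and 12. At 25 points, F0 and F1 shared 4.3e+02 CG DMCs, rounded to 2 digits, of which 425 kept their direction (DMCs shared by F0 and F1 in one direction, CG), and 85 CHH DMCs, F1 and F2 shared 89 CG, 28 CHH and 5 CHG, F0 and F2 shared 118, 54 and 9, and all generations shared 31, 12 and 1, with one direction at 27, 12 and 1. With group medians instead of summed reads, F0 and F2 shared 16 CHG DMCs and all generations 3, all 3 with one direction; the cause was not tested. Of the counts of shared DMCs, 248 of 384 values were kept.

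Leaving out one sire family in every generation raised shared counts more often than it lowered them; the cause was not tested. Without control family 24, F0 and F1 shared 209 CHH and 55 CHG DMCs (121 to 209 and 34 to 55 over all families), and F1 and F2 shared 101 CHH DMCs (57 to 101) and 3.7e+02 CG DMCs (262 to 3.7e+02, rounded to 2 digits), 332 of the latter with one direction (DMCs shared by F1 and F2 in one direction, CG). F0 and F2 shared 3.8e+02 to 4.9e+02 CG DMCs, rounded alike, with 290 to 381 in one direction (DMCs shared by F0 and F2 in one direction, CG), the highest without methionine family 3. In the CHH context (DMCs shared by F0 and F2, CHH) the range was 103 to 160, with 160, 153, 146 and 147 without methionine families 3 and 11 and control families 6 and 24, and in the CHG context 24 to 45, with 42 and 45 without methionine family 3 and control family 6.

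All generations shared 93 to 152 CG DMCs with a family left out, and 85 to 135 with one direction. The reported count was exceeded by more than 1.5 times without methionine families 3, 5, 11 and 23 (139, 129, 128 and 133, with one direction at 120, 116, 120 and 120) and without control families 4, 10 and 24 (128, 134 and 152, with one direction at 120, 118 and 135). In the CHH context they shared 19 to 40, and 18 to 39 with one direction, with 40, 40, 33 and 33 without methionine families 3 and 11 and control families 6 and 24 (38, 39, 32 and 31 with one direction).

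The difference in mean level between the groups, methionine minus control in percentage points, had a permutation p above 0.05 in every setting. With families left out it kept its sign for F0 CG (-1.38 to -0.883) and in each context of F1 (-1.37 to -0.517 for CG, 0.00126 to 0.00621 for CHH and 0.00175 to 0.00620 for CHG), and changed sign in the others. It ranged from -0.00737 to 4.989e-04 for F0 CHH, positive without control ram 6. For F0 CHG it ranged from -0.00706 to 0.00106, positive without methionine ram 5 (1.628e-04) and control ram 6. For F2 CG it ranged from -0.0900 to 0.761, negative without control family 6 (-0.0445) and control family 12. For F2 CHH it ranged from -0.00346 to 0.00228, positive without methionine families 3 (0.00138), 11 and 23 (6.431e-04) and control families 6 (1.428e-04), 10 (6.382e-04) and 12 (0.00223). For F2 CHG it ranged from -0.00442 to 0.00150, positive without methionine families 11 (0.00120) and 23 (2.885e-04) and control families 10 (1.283e-04) and 12.

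Of the differences at named cytosines, 828 of 850 values were kept. The positive difference at 4:120492576 in F0 became -1.97 with group medians instead of means. The adjusted p in F2 of 12:18339124 and of 6:114200299 rose above 0.05 with the means of the rams of each sire and with most or some families left out. Sire means leave 5 against 5, where the smallest possible p is larger, so that rise alone does not show a weaker difference.

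Of the correlations of single pairs of Table S3, 76 of 99 values were kept. The number of pairs with p of at most 0.10, 11 of 12 as reported, was 9 with log2 CPM, 9 with Spearman's rho, 11 with DESeq2 size factors and 11 on residuals from the diet means. It was 5 with CPM by library size alone, 2 with the mean of the rams of each sire, which leaves 10 sires, and 7 with expression less its trend on the leading component.

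For expression, edgeR called 0 genes at a false discovery rate of 0.05, with 104 genes at an unadjusted p under 0.05. DESeq2 called 0 (174 unadjusted), edgeR with filterByExpr 0 (139), without a filter 0 (715), with the replicate block 0 (50), with counts summed per sire 0 (140), and at a threshold of 0.10 again 0. The log2 fold change of CTNNA3, log2 fold change of LOC114110160, log2 fold change of STYK1 and log2 fold change of YBX3 changed sign, for CTNNA3 with the replicate block (0.052), for LOC114110160 with counts of the rams of each sire summed (-0.028), and for STYK1 (-0.070) and YBX3 (-0.023) with DESeq2; the cause was not tested. In 71 of 75 values the sign was kept.

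The lowest median coverage of an F2 ram was 12 reads, and the minimum of 20 reads leaves fewer cytosines in F2 than in F0 or F1. Limma with each replicate left out, limma on all CHH and CHG cytosines, and other definitions of promoters for genomic locations were not run.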

Differences from the paper's values

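The alternatives named in this part were set before the data were examined, with these exceptions. Expression less its trend on the leading component, and each ram left out of the correlation, were chosen only after the result was seen. The paper's average number of RNA reads per F2 ram is 37.6 M, and the mean of counts on genes in the files is 5.05 M per ram. These are different measures, sequenced reads and reads counted on genes, and none of the alternatives changes either.

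The paper counts 96 cytosines of Dataset S2 with one trend over the generations, and the files as well as the differences listed in Dataset S2 itself give 97, with 73 rather than 72 in the CG context. The paper counts 35 cytosines in genes, and its Dataset S2 names genes for 37. The paper's number of expressed genes is 16098, and the filter as it is worded passes 13577. With filterByExpr of edgeR 15938 pass, and with a mean of at least 15 counts 14848.

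The paper lists a correlation of PCBD2 with the cytosine at 48477588 of chromosome 5. Of the 12 genes of its list, 11 pass the same thresholds here, and PCBD2 has r = 0.273 (permutation test, p = 0.243). With each ram left out in turn, this r ranged from 0.169 to 0.374. The standard error from leaving out each ram is 0.210. It measures the choice of rams, and both values come from the same rams, so it does not account for the gap to the paper's 0.402. The level used here is methylated over total reads with a permutation p, while the paper words the level as the ratio of methylated and unmethylated cytosines. Its Spearman's rho of 0.409 (permutation test, p = 0.0754) passes, as does r with expression less its trend on the leading component, 0.424 (permutation test, p = 0.0637), a setting that drops 5 of the paper's 12 pairs. The paper describes the cytosines used for these pairs as having one pattern over the generations. The one paired with PCBD2 had differences of 18.9 points in F0, 16.2 in F1 and -32.3 in F2, while the cytosines of the other 11 pairs kept one direction.

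The paper calls the overlap of DMCs between F0 and F1 significant without naming a test. The shared DMCs, 861 in the CG context, are more than an independent spread gives, 48.0, and the comparison with other splits of the sire families is given with the other observations.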

Other observations

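The tests that were chosen only after the result was seen are the splits of F0, F1 and shared DMCs that part all pairs and the limit set by the sire; the splits for F2 and for expression, the pairing of F0 rams, the families at the 107 cytosines, the neighbouring CpGs and the levels outside CG were set earlier.

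Consecutive numbers of F0 rams may mark the twins. Of the 120 pairings of treated with control rams, 1 had a mean correlation of CG levels as high as the pairing by number, this pairing itself, with 0.293 against 0.227 for the next. The lowest correlation of a pair, 0.230, was above the highest of any other treated and control rams, 0.125.

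If these are the pairs, the diets part all 5 of them, and 16 splits of the 10 sire families into 5 and 5 do so. Splits that leave pairs together gave more DMCs: over 100 splits of any kind F0 had 5123 to 15471 CG DMCs with a median of 9113, and over the 16 splits 5123 to 6468 with a median of 5754. As 16 splits cannot give a share under 0.05, chance cannot be excluded by these counts. In F0, 9 of the 16 splits gave as many CG DMCs as the diets (the real split included), 9 as many CHH and 11 as many CHG DMCs. In F1 the numbers were 1, 2 and 1, so no other split gave as many CG or CHG DMCs.

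For shared DMCs the same splits were applied to every generation. Between F0 and F1, 2 splits of 16 shared as many CG DMCs as the diets, 5 as many CHH and 3 as many CHG, with 545 to 862 CG DMCs over the splits. Between F1 and F2 the numbers were 2, 1 and 3, and between F0 and F2 they were 7, 14 and 9. For DMCs of all generations with one direction, 9 splits had as many CG, 12 as many CHH and 6 as many CHG cytosines as the diets, with 53 to 101 CG cytosines and a median of 75 beside 74 for the diets. Chance cannot be excluded for any of these counts.

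In F2, where the consecutive numbers do not pair the rams, 83 of 100 splits of the sire families gave as many CG DMCs as the diets, 78 as many CHH and 40 as many CHG DMCs, and among the 16 splits that part all pairs of sires 10, 5 and 1 did, the real one included. Over the 100 splits there were 2299 to 8677 CG DMCs with a median of 2899.5. Chance is thus not excluded as the source of the number of F2 DMCs. For expression, the diets gave 0 genes past the threshold by edgeR, so all 100 of 100 splits gave at least as many whatever the data, and this count tells nothing. At an unadjusted p under 0.05, where the diets had 104 genes, the splits had 104 to 3798, with a median of 581.5.

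A sequence variant at the cytosine that segregates in the sire families is a candidate explanation of the cytosines shared over generations, as descendants of 1 ram would share its level whatever the diet. Within diet groups, so apart from the diets, the levels of the F0 ram and its F1 pool went together over the 107 cytosines with a median r of 0.623, above 0 at 97.2% of them (permutation of families within diets, p = 1e-04, the smallest that 10000 permutations can give). Here a pool was taken as sons of the F0 ram whose number it carries, which is not stated. For the F0 ram and the mean of its F2 rams the median was 0.260, and for the F1 pool and its F2 rams 0.386. At 1000 comparison CG cytosines of middle level the medians were 0.386 for F0 and F1 and 0.213 for F0 and F2. Inheritance of a methylation state from the sire, whatever its origin, would give the same relation.

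A ram with a level of at least 85% would leave a pool of at least 40% if the level is set by its alleles, and a ram of at most 10% a pool of at most 60%. Of 562 such values, 4 were outside these limits (0.712%), against a median of 80 with families exchanged within the diets (13 to 120; permutation test, p = 1e-04, the smallest that 10000 permutations can give), which is consistent with a variant.

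A change of methylation over a region may also be considered. For 71 of the 82 CG cytosines of Dataset S2, F0 lists other CpGs within 1000 bp, 232 in all. The median difference of the neighbours of each cytosine, taken in its direction, had a median of 0.369 points over the 71, beside 30.3 points for the cytosines themselves, and 122 had the same sign while 110 had the opposite sign (sign test over cytosines, exact p = 0.342). A change over a region would move the neighbours with the cytosine, and for the 71 cytosines as a set these values argue against it. Yet 22 of the 232 neighbours differed by at least 20 points in the direction of the cytosine. A change over a region therefore stays open at single places.

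Cytosines outside CG that are DMCs could be CG in some of the animals, where the base after the cytosine varies. Of the 1595 CHH and CHG DMCs of F0, 1338 (83.9%) had a ram over 50% and a ram under 10%. The median over the CHH DMCs was 92% for the highest ram and 0% for the lowest. The choice of DMCs for a group difference favours such rams but does not require them, since a smaller shift of all rams of a group would pass as well. The CHH and CHG cytosines of Dataset S2 had a median r of 0.672 between the F0 ram and its F1 pool. No genotype was analysed here, so methylation that differs between animals stays open.

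The cytosine on the opposite strand of a CG is listed for 1.84% of the CG cytosines in F0, 1.96% in F1 and 11.9% in F2, and for 0 of the 82 CG cytosines of Dataset S2, so the 2 strands could not be compared there.

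The paper reports no comparison of F2 sperm expression between the diets. By edgeR, 0 of 13577 genes had an adjusted p of at most 0.05, 104 had an unadjusted p under 0.05, and DESeq2 gave 0 and 174. Log2 fold changes of genes of Tables S2 and S3 ranged from -0.34 for DLG2 (standard error 0.40) to 0.42 for LOC114110160 (standard error 0.69), each with an adjusted p of 1.00 from edgeR's quasi-likelihood test. COL19A1, listed in the count table as LOC101103246 by the gene number of a RefSeq annotation of another assembly, had 0.37 (standard error 0.47). DIRAS3, LRRIQ3, CATSPER3 and 4 genes of Table S3 did not pass the count filter, and without a filter had log2 fold changes from -0.56 to 0.13, each with an adjusted p of 1.00 by the same test.

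No pair of samples looked like a duplicate. The correlation of CG levels between samples was 0.572 to 0.803 in F0, 0.706 to 0.807 in F1 and 0.384 to 0.859 in F2, and the closest pair of RNA libraries differed by 10.0 times the sampling noise.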
